# Nox4-IGF2 Axis Promotes Differentiation of Embryoid Body Cells Into Derivatives of the Three Embryonic Germ Layers

**DOI:** 10.1007/s12015-021-10303-x

**Published:** 2021-11-20

**Authors:** Jusong Kim, Jaewon Kim, Hee Jung Lim, Sanghyuk Lee, Yun Soo Bae, Jaesang Kim

**Keywords:** ROS, Nox4, ES cells, iPSCs, Embryoid body, IGF2

## Abstract

Reactive oxygen species (ROS) play important roles as second messengers in a wide array of cellular processes including differentiation of stem cells. We identified Nox4 as the major ROS-generating enzyme whose expression is induced during differentiation of embryoid body (EB) into cells of all three germ layers. The role of Nox4 was examined using induced pluripotent stem cells (iPSCs) generated from Nox4 knockout (Nox4^−/−^) mouse. Differentiation markers showed significantly reduced expression levels consistent with the importance of Nox4-generated ROS during this process. From transcriptomic analyses, we found insulin-like growth factor 2 (IGF2), a member of a gene family extensively involved in embryonic development, as one of the most down-regulated genes in Nox4^−/−^ cells. Indeed, addition of IGF2 to culture partly restored the differentiation competence of Nox4^−/−^ iPSCs. Our results reveal an important signaling axis mediated by ROS in control of crucial events during differentiation of pluripotent stem cells.

**Graphical Abstract:**

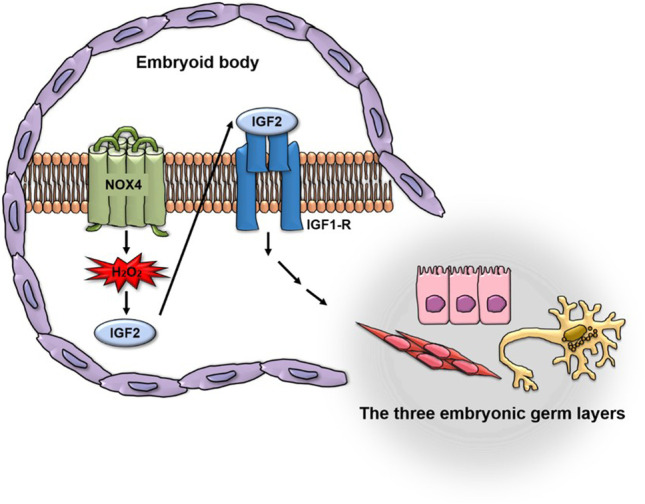

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-021-10303-x.

## Introduction

The range of cellular processes ROS mediates is continuously expanding and includes those associated with cell signaling and homeostasis [1–3]. In fact, the role of ROS as second messengers is now widely accepted, and mechanisms involved in generation and removal of ROS are extensively studied. NADPH oxidase (Nox) enzyme gene family members in particular have been firmly established for their function in generating ROS in response to various signals such as extracellular growth factors and cytokines [4, 5]. Mouse possesses six members of this gene family (Nox1, Nox2, Nox3, Nox4, Duox1, and Duox2), while humans have one additional isozyme, Nox5. Their expression patterns are complex, overlapping, and dynamic. The exact assignment of their expression patterns is an important goal as isozyme-specific strategies for inhibition and activation are necessary to regulate these enzymes and thereby manipulate relevant cellular processes in precise manners. This goal is in particular relevant to developing therapeutic reagents for diverse pathologies including neurodegenerative diseases and cancer which are often consequences of inappropriate production of ROS and resulting oxidative stresses and cellular damages [6, 7].

Stem cells are important tools for cell-based regenerative therapies. ROS are known to regulate self-renewal and differentiation of various stem cells including pluripotent embryonic stem (ES) cells [6, 8, 9]. Nox2 and Nox4 have been most frequently reported to function as the source for ROS during stem cell differentiation [10–13]. Of note, most of the studies including those targeting ES cells and iPSCs are designed to find ways to promote unidirectional differentiation [14–17]. Typically, function of ROS or of a specific Nox isozyme was examined during differentiation of stem cells into one type of cell such as smooth muscle cells or cardiomyocytes [16, 17]. Also, in most cases, a monolayer culture was used to induce differentiation. At least for ES cells and iPSCs, this gives only a limited window to explore the role of ROS. ES and iPSCs can grow in a three-dimensional fashion and produce all somatic cellular derivatives of the three embryonic germ layers [18, 19]. Specifically, EB, grown in suspension, partly recapitulates the complexity of cell types from all three germ layers as well as cellular interactions seen during embryonic development. Therefore, this represents an opportunity to examine in vitro the role of ROS mediated signaling in cell differentiation and fate determination associated with early embryogenesis.

In this report, we examine for the first time the role of ROS during differentiation of EB cells into derivatives of all three germ layers. We show that only Nox4 is significantly induced during this process. Furthermore, using iPSCs derived from Nox4^−/−^ cells, we demonstrate that Nox4-dependent H_2_O_2_ generation is important for efficient differentiation of these cells. Finally, we present IGF2 as an important down-stream mediator of Nox4 signaling during differentiation of EB-derived cells.

## Materials and Methods

### Cell Culture

Mouse embryonic fibroblasts (MEF) were isolated from embryonic day (E) 13.5 CF-1 embryos. Briefly, after separating fetuses, the trunks were finely minced by passing through a syringe. The mixture of cells and small tissue masses was incubated with 0.05% trypsin-EDTA at 37℃ for 30 min with shaking. Digestion was terminated by adding FBS (Hyclone, Logan, Utah), and cells were resuspended in DMEM (Welgene, Daegu, Korea) supplemented with 10% FBS (Hyclone) and transferred to 150-mm culture dish. For preparation of MEF feeder cells, cells were typically cultured at 37℃ in atmosphere of 5% CO_2_ in DMEM (Welgene) supplemented with 10% FBS (Hyclone), 0.1mM MEM nonessential amino acid (Gibco, Carlsbad, CA), 2mM GlutaMAX (Gibco), 1% Penicillin/streptomycin (Gibco) and 0.1mM β-mercaptoethanol (Gibco). Mouse ES cells (ATCC; Manassas, VA, USA) and iPSCs were maintained on MEF feeder cells treated with 10 µg/ml mitomycin C (Sigma, St. Louis, MO) in DMEM supplemented with 15% FBS (Gibco), 0.1mM MEM nonessential amino acid (Gibco), 2mM GlutaMAX (Gibco), 1mM sodium pyruvate (Gibco), 1% Penicillin/streptomycin (Gibco), 0.1mM β-mercaptoethanol (Gibco) and 1000units/ml leukemia inhibitory factor (LIF; Millipore, Billerica, MA). For production of retroviruses, 293GPG packaging cells were maintained in DMEM containing 10% FBS (Hyclone), 0.1mM MEM nonessential amino acid (Gibco), 2mM GlutaMAX (Gibco), 1% penicillin/streptomycin (Gibco), 10mM HEPES buffer (Gibco), 8mM NaOH, 2 µg/ml puromycin (Sigma) and 300 µg/ml of geneticin (Gibco).

### Production of Retroviruses

The pMXs-IRES-Puro-based retroviral expression vectors for mouse Oct4, Soc2, Klf4, and c-Myc were obtained from Addgene (Cambridge, MA). Retroviral vectors were transfected to 293GPG packaging cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol. After transfection, 293GPG cells were selected using 2 µg/ml tetracycline (Sigma), 10 µg/ml puromycin (Sigma), and 300 µg/ml of geneticin (Gibco). For induction of viral production, selection agent-free medium was applied to 293GPG cells. Virus-containing supernatants were harvested, centrifuged and kept frozen until transduction of target cells. Further details are available upon request.

### Generation of iPSCs

MEF were seeded at 1.5 × 10^5^ cells per 35-mm dish the day before viral transduction. Viruses expressing mouse Oct4, Sox2, Klf4, and c-Myc were applied to cells twice over 2days at 1:1:1:1 ratio in the presence of 4 µg/ml polybrene. Subsequently, the cells were cultured in mouse ES medium for 4 days then in mouse ES medium containing 1.5ug/ml puromycin for selection with daily changes until colonies of iPSCs formed. Individual iPSC colonies were picked in 16 days to establish clonal cell lines.

### EB Formation and In Vitro Differentiation

Mouse ES or iPSC colonies were harvested using TrypLE (Gibco) and suspended in mouse ES medium without LIF. The single cells were cultured in hanging drop (3 × 10^3^/20µl) to form EB. After 3 days, aggregated cells were plated onto gelatin-coated coverslips in 12-well plates and cultured for differentiation. Diphenyleneiodonium chloride (DPI; Sigma) was applied at 250 nM from a 10mM stock solution in DMSO.

### Alkaline Phosphatase (AP) Staining

Cells were first washed with PBS, fixed with 4% paraformaldehyde for 10 min at room temperature and washed with distilled water. Cells were subsequently stained with 5-bromo-4-cloro-3-indolyl-phosphate/nitro blue tetrazolium color development substrate kit (Promega, Fitchburg, WI) according to the manufacturer’s protocol.

### Coomassie Blue Staining

Cells were washed with PBS, fixed with 4% paraformaldehyde for 10 min at room temperature and stained with 0.1% Coomassie Blue in 45% methanol and 10% acetic acids solution.

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde for 10 min at room temperature, washed with PBS, and permeabilized in 0.5% Triton X-100 for 10 min. After blocking with PBS containing 1% bovine serum albumin for 1 h at room temperature, the cells were incubated with the following primary antibodies: anti-βIII-tubulin (Millipore), anti-smooth muscle actin (SMA; Dako, Glostrup, Denmark), anti-α-fetoprotein (Dako), anti-Oct4 (H-134; Santa Cruz Biotechnology, Santa Cruz, CA), anti-Sox2 (Millipore), anti-SSEA1 (Santa Cruz Biotechnology) antibodies overnight at 4℃. The secondary antibodies, Alexa Fluor 594-conjugated goat anti-mouse IgG (Life Technologies, Grand Island, NY), Alexa Fluor 594-conjugated goat anti-rabbit IgG (Life Technologies), Alexa Fluor 488-conjugated goat anti-mouse IgG (Life Technologies) or Alexa Fluor 488-conjugated goat anti-rabbit IgG (Life Technologies) were applied for 1 h at room temperature in the dark. Cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) and examined with LSM 880 with Airyscan (Carl Zeiss, Jena, Germany).

### Measurement of ROS Levels

Cells were incubated with 5µM 2′,7′-Dichlorodihydrofluorescein diacetate(DCF-DA;Sigma) for 15 min at 37℃. The fluorescence intensity, reflecting intracellular ROS levels, was immediately measured using a FACS Calibur (San Jose, CA).

### RNA Extraction and Quantitative Real-Time PCR

Total RNA was extracted with TRIzol reagent (Invitrogen) following the manufacturer’s protocol. Synthesis of cDNA was carried out using 1 µg of RNA/20µl of reaction volume with QuantiTech Reverse Transcription Kit (Qiagen, Valencia, CA, USA) according to manufacturer’s protocol. KAPA Probe Fast qPCR master mix (KAPA Biosystems, Wilmington, MA) was used with Taqman probe (Applied Biosystem) for mouse NADPH oxidase isozymes and mouse GAPDH. KAPA SYBR fast qPCR kit (KAPA Biosystems) was used with the primers listed in Supplementary Table 1. The relative quantitation of gene expression was obtained using the comparative CT method, and the results were normalized by GAPDH or 18 S rRNA as the house-keeping genes. Quantitative PCR analysis was performed in duplicates using an Applied Biosystems 7300 Real-Time PCR System (Applied Biosystems, Forster City, CA).

### Immunoblotting Analyses

Cells were lysed in RIPA buffer (0.1% SDS, 50mM Tris-HCl pH8.0, 150mM NaCl, 0.5mM EDTA, and 1% NP-40) supplemented with a cocktail of protease inhibitors (Sigma). Cellular extracts were quantified for protein using BCA assay kit (Thermo Scientific Pierce, Rockford, IL), subjected to SDS-PAGE and electrotransferred to polyvinylidine difluoride membrane. For immunoblotting assays, anti-Nox4 [20], anti-Oct4 (H-134; Santa Cruz Biotechnology), anti-Sox2 (Millipore), anti-Klf4 (Santa Cruz Biotechnology), anti-c-Myc (Cell Signaling Technology, Danvers, MA), anti-β-Actin (Santa Cruz Biotechnology), anti-p-AKT (Cell Signaling Technology), anti-AKT (Cell Signaling Technology), anti-p-Erk-1,2 (Cell Signaling Technology), anti-Erk-1,2 (Cell Signaling Technology) and anti-α-tubulin (Sigma) antibodies were used. A horseradish peroxidase-conjugated secondary antibody (Invitrogen) was applied prior to visualization by chemiluminescence (Amersham Imager 680; GE Healthcare Life Sciences, Chicago, USA).

### Flow Cytometry

Analyses for apoptosis were performed using FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen, San Diego, CA) according to the manufacturer’s instructions. Cells were analyzed by FACS Calibur (BD Bioscience, San Jose, CA, USA).

### RNA-Sequencing and Bioinformatics Analysis

RNA-seq was performed on the Illumina TruSeq (Stranded mRNA LT Sample Prep Kit) with paired-end reads of 101 bp length. Raw reads were trimmed first by fastx_toolkit (version 0.0.14) to remove low-quality reads and adaptor sequences. After trimming, the reads were mapped to the mouse genome (mm10, GRCm38.97 from Ensembl) using STAR software (version 2.6.0c). Transcript abundance was estimated at the gene level by RSEM version 1.3.1, and gene counts were normalized to the values of Transcript Per Million (TPM) values for the visualization of sample comparisons. 33,860 genes with at least one sample showing nonzero counts were analyzed. The edgeR was used for Exact Test with TMM normalization, to identify differentially expressed genes (DEGs) between wild type (WT) and KO. The EBSeq-HMM was used to identify DEGs with dynamic time patterns in WT and KO, respectively, after the upper quartile normalization. 597 DEGs were selected as a common and specific result of the two tools, EBSeq-HMM and edgeR (FDR<1e-10 and FDR<0.001, respectively). The ConsensusPathDB (http://cpdb.molgen.mpg.de/MCPDB) was used for the over-representative analysis of KEGG and GO (Gene Ontology) Biological_Process with *P*-value≤0.05. All static analysis and visualizations were performed using R version 3.6.1. RNA-seq data sets are available from the GEO database under accession number GSE180912.

## Results

### ROS are Required for Differentiation of EB

EBs plated on collagen typically generate clearly visible outgrowth of cells after several days in culture. Upon addition of DPI, an inhibitor of Nox enzymes, we saw a significant reduction in the overall size of the outgrowth (Fig. 1A). This difference in colony size was apparently not due to different levels of apoptosis as flow cytometric analyses showed no significant difference between control and DPI-treated cells (Fig. 1B). Interestingly, application of N-acetyl Cysteine (NAC) did not lead to reduction in the size of outgrowth suggesting that while activation of specific signaling by Nox enzyme or enzymes is required for the EB outgrowth, the global removal of ROS mediated by NAC has other benefits for EB growth (Supplementary Fig. 1). Immunostaining for representative lineage markers of the three embryonic germ layers, α-fetoprotein for endoderm, smooth muscle actin (SMA) for mesoderm and βIII-tubulin for ectoderm, indicated that the extent of differentiation was visibly different (Fig. 1C). While terminally differentiated cells expressing specific markers were readily found in clusters in control cultures, the addition of DPI reduced the number of such cells. To quantitatively examine the differentiation status, we examined the expression of multiple marker genes, widely used for confirmation of differentiation into cells of the three germ layers, on days 0, 7 and 14 (Fig. 1D). Treatment of DPI inhibited expression of all tested marker genes for endodermal and mesodermal cells. Interestingly, this was not the case with ectoderm as some marker genes such as FGF5, Otx2 and Wnt1 were inhibited by DPI while others such as Nestin and Pax3 were in fact up-regulated, possibly indicating a more complex response to ROS signaling in the developing ectoderm.

**Fig. 1:**
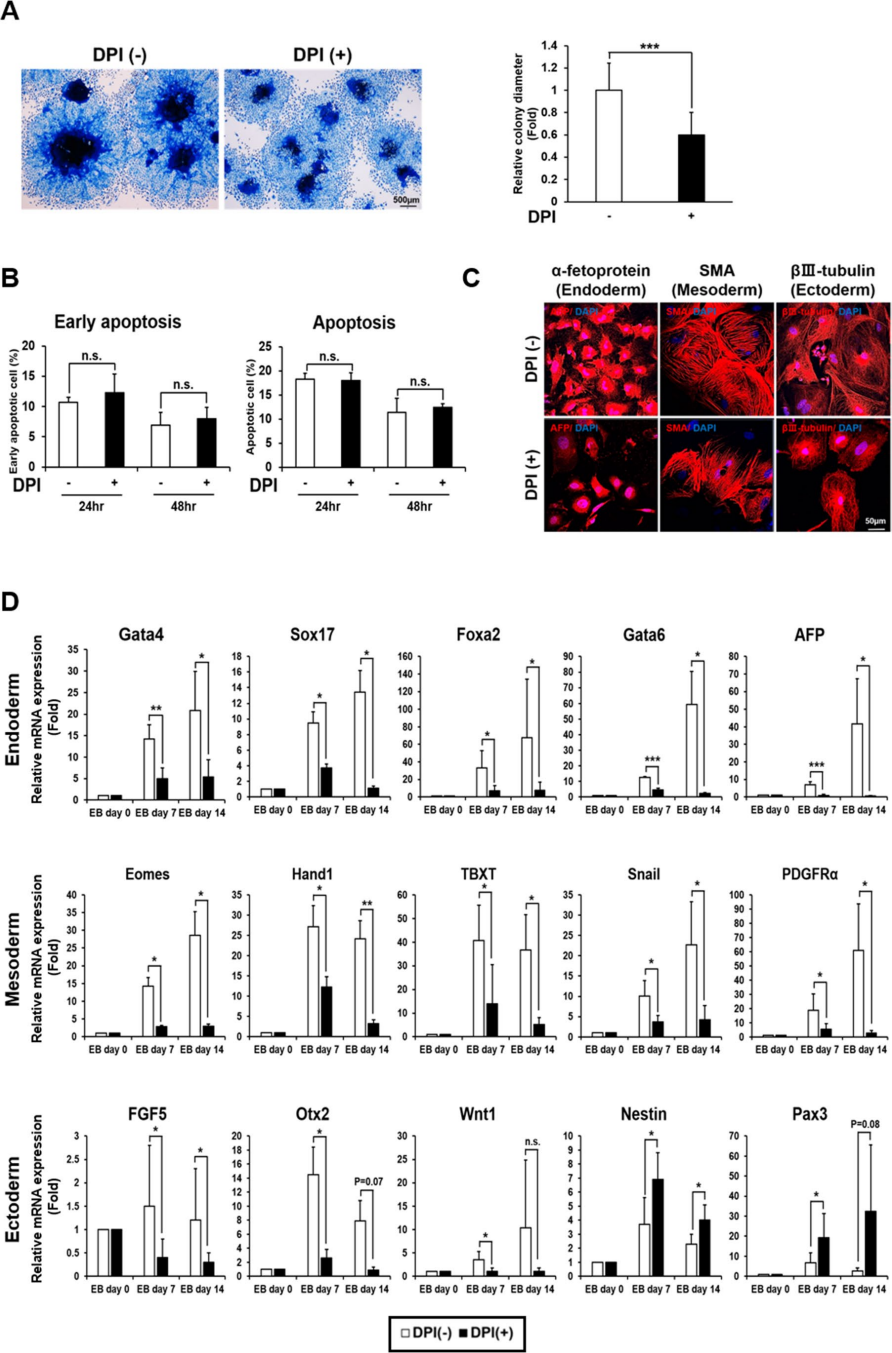
ROS is required for efficient differentiation of EB. (**A**) EBs cultured in differentiation media for 7 days with or without addition of 250 nM DPI and Coomassie blue-stained. Scale bar: 500 μm. Graph on the right side shows diameters of multiple EB colonies from ± DPI cultures with a significant difference (***P-value of <0.0005 from Student’s *t*-test). (**B**) Graph summarizing results from flow cytometric analyses for apoptosis following treatment with DPI for 24 and 48 h. Early apoptosis indicates % Annexin V+ cells, and late apoptosis indicates % PI+ Annexin V+ cells. Note that no significant differences were seen between treated and untreated controls (‘n.s.’ indicates ‘not significant’ from Student’s *t*-test). (**C**) Representative images of immunofluorescence staining showing expression of representative markers of the three embryonic germ layers. βIII-tubulin, SMA, and α-fetoprotein are used as markers for ectoderm, mesoderm, and endoderm respectively. Cells from EBs are cultured with or without 250 nM DPI for 7 days and counterstained with DAPI (blue). Scale bar: 50 μm. (**D**) Real time RT-PCR analyses showing changes in representative marker gene expression during EB differentiation. 5 markers for each of the germ layers are examined on days 0, 7 and 14. Error bars represent mean ± S.D. from five independent experiments. Statistical significance is indicated (*P-value of <0.05, ** *P-*value of <0.005, *** *P-*value of <0.0005 from Student’s *t*-test)

### Nox4 is Required for Efficient EB Differentiation

We sought to identify the specific Nox isozyme or isozymes responsible for generation of ROS during EB differentiation. To this end, we carried out real time RTPCR analyses using cDNA prepared from various time points during the culture. Importantly, only Nox4 showed a significant up-regulation peaking on day 7 thus indicating that it is the major source of ROS (Fig. 2A ). This was also confirmed at the protein level by immunoblotting for Nox4 (Fig. 2B). Consistently, DCF-DA fluorescence indicated that the ROS level was low at the beginning, peaked around day 7 and declined by day 14 (Fig. 2C).

**Fig. 2:**
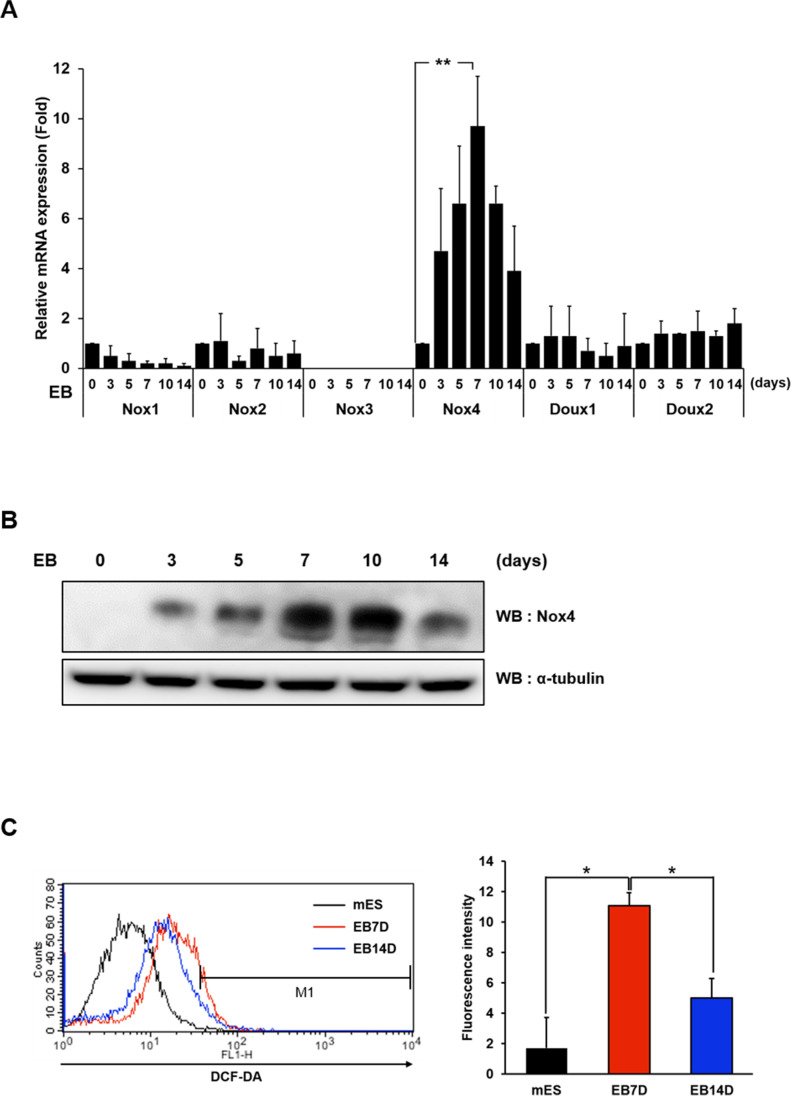
Expression of Nox4 during EB differentiation. (**A**) Expression of Nox isozyme genes during differentiation. Real time RT-PCR analyses on samples from indicated days show only Nox4 is up-regulated peaking on day 7 (**P-value of <0.005 from Student’s *t*-test). (**B**) Immunoblot showing changes in Nox4 expression. α-tubulin is used as the loading control. (**C**) Levels of ROS are examined by DCF-DA fluorescence. Histograms are color-coded for differently for days 0 (mouse embryonic stem cells: mES), 7 and 14 after initiation of differentiation. Graph to the right shows results from two independent flow cytometric analyses. Percentages of cells within the indicated range are shown. Statistical significance is indicated (*P-value of <0.05 from Student’s *t*-test)

To investigate the role of Nox4 in EB differentiation, we generated iPSCs by introducing Oct4, Sox2, Klf4 and C-Myc genes via viral transduction to embryonic fibroblasts from wild type (WT) and Nox4^−/−^ mice [21] and chose one wild type iPSC line, WT#1-4 and two independent Nox4^−/−^ iPSC lines, Nox4^−/−^ #5-8 and Nox4^−/−^ #5-23 for subsequent analyses (Fig. 3A-B). All three lines of iPSC grew normally and were positive for alkaline phosphatase activity (Fig. 3C). Colonies also expressed Oct4, Sox2 and SSEA-1 indicating that these cells behaved as pluripotent stem cells (Fig. 3D). However, WT cells and Nox4^−/−^ showed dramatically different levels of differentiation upon induction. We examined the extent of expression of the representative markers, α-fetoprotein, SMA, and βIII-tubulin. While these markers were readily seen in clusters of fully differentiated and large-sized cells from WT iPSCs, marker-positive cells from Nox4^−/−^ iPSCs were relatively small in size and found in isolation rather than in clusters indicating that robust differentiation was not taking place (Fig. 3E). We also examined the levels of ROS during differentiation using DCF-DA fluorescence and found consistently that Nox4-/- cells contained significantly lower levels ROS, particularly on day 7 (Fig. 3F).

**Fig. 3:**
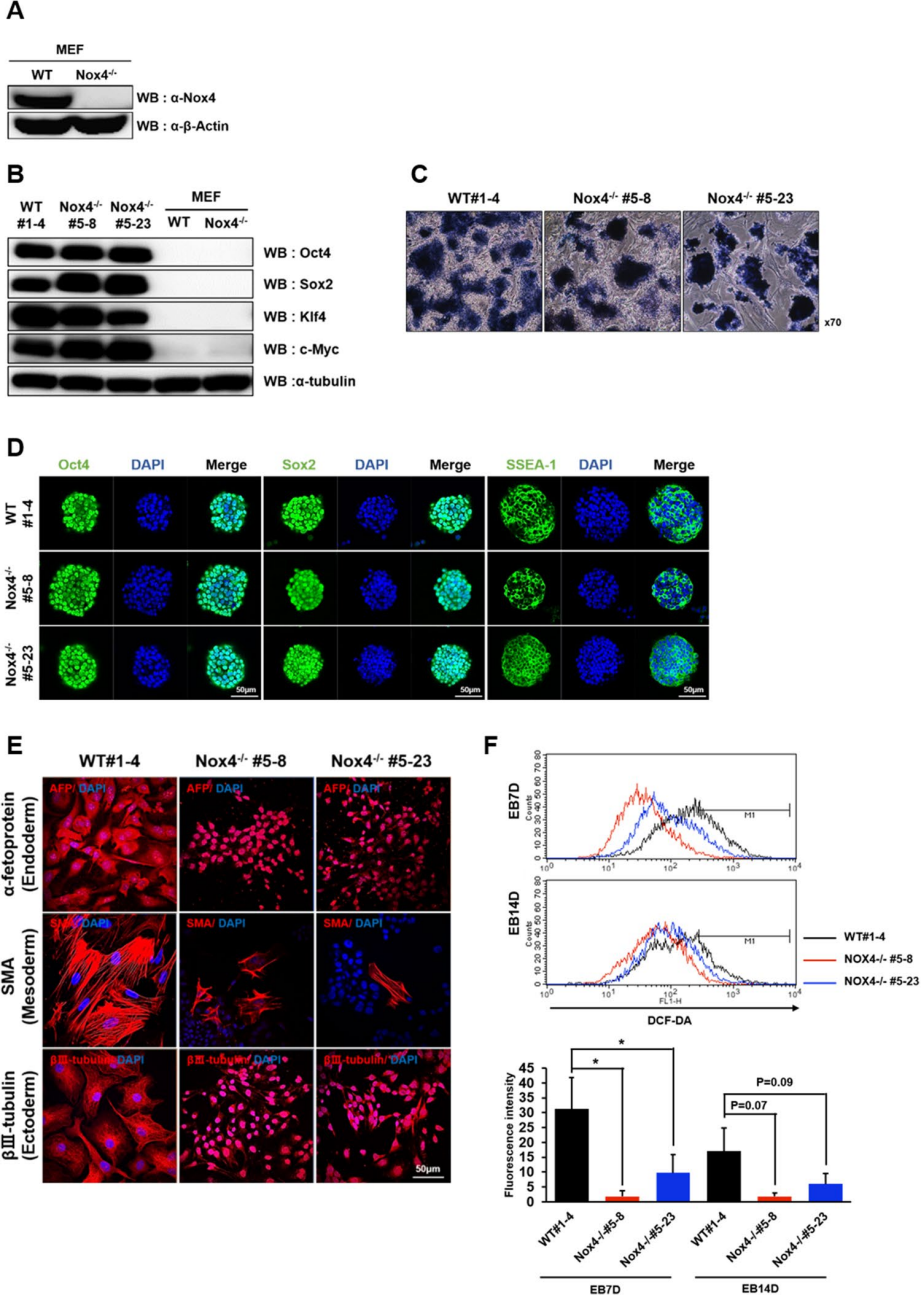
Generation and characterization of Nox4^−/−^ iPSCs. (**A**) Immunoblot showing the absence of Nox4 protein in mouse embryonic fibroblasts (MEF) isolated from Nox4^−/−^ mouse. (**B**) Immunoblot showing expression of Yamanaka factors in iPSCs from wild type (WT) and Nox4^−/−^ mice. MEF are used as negative controls. (**C**) Alkaline phosphatase activity in iPSCs from WT and Nox4^−/−^ mice. (**D**) Immunostaining for expression of Oct4, Sox2 and SSEA-1 in iPSCs from WT and Nox4^−/−^ mice. Scale bar: 50 μm. (**E**) Representative images of immunofluorescence staining showing expression of representative markers of the three embryonic germ layers. Cells from iPSC-derived EBs were cultured, immunostained and counterstained with DAPI (blue). Scale bar: 50 μm. (**F**) Levels of ROS are examined by DCF-DA fluorescence on days 7 and 14 after initiation of differentiation. Histograms are color-coded for different cells under examination. Graphs below show results from three independent flow cytometric analyses. Percentages of cells within the indicated range are shown. Statistical significance is also indicated (*P-value of <0.05 from Student’s *t*-test)

### RNAseq Analyses for iPSCs

Next, we carried out RNAseq analyses to characterize the differences among the iPSC lines at the molecular level. 

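The libraries were made from EB cultures of lines that the paper calls induced pluripotent stem cells (iPSCs). To return fibroblasts to a pluripotent state, the authors used viral vectors carrying Oct4, Sox2, Klf4 and c-Myc. EBs are aggregates in which such cells differentiate into derivatives of the germ layers. The 3 lines named in the paper, WT#1-4, Nox4-/- #5-8 and Nox4-/- #5-23, were each sampled on days 0, 3, 5, 7 and 14, which gives 15 libraries with 1 library per line and day. The sample labels give day 14 in their titles, as the paper does, but their protocol text lists day 10 as the last day, and day 14 is used here. The labels also hold 5 libraries, on the same days, of a wild type line, WT#20D-17, that the paper does not name. The paper gives no reason for leaving it out. On day 0, 11 of 12 pluripotency genes not on a vector were lower in each named line than in WT#20D-17. Values are given first for the 3 named lines and then with WT#20D-17.

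The targeted gene was examined first in every library. Nox4 (ENSMUSG00000030562) lies on chromosome 7 of GRCm38 from 87246096 to 87398710. It had 7, 22, 21, 12 and 3 counts in WT#1-4 on days 0, 3, 5, 7 and 14. In Nox4-/- #5-8 it had 2 counts on day 3, 1 count on day 7 and 0 on the other days, and in Nox4-/- #5-23 it had 0 counts on every day. Every Nox4-/- library was thus at or under 3 counts, the smallest number taken as detected. Against that floor, the mean in WT#1-4 was at least 3.5-fold higher (FDR of 4.68e-09 from edgeR's exact test with all days pooled). Because the highest count in WT#1-4 was 22, the course of Nox4 over the days in that line has wide error. In CPM, counts scaled to a common library total, Nox4 was 0.266 on day 0 (95% Wilson interval from 0.129 to 0.549), 0.874 on day 3 (0.577 to 1.32) and 0.455 on day 7 (0.26 to 0.795). In WT#20D-17 it was 2.62, 7.11, 8.19, 9.01 and 2.94 CPM on the 5 days.

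The authors prepared stranded mRNA libraries, sequenced them in paired-end mode, trimmed the reads, mapped them to the mouse genome (mm10, GRCm38) with STAR and estimated gene-level counts with RSEM. The deposited values are these expected counts for 55573 Ensembl genes, without normalization. They need not be whole numbers, since RSEM divides reads that fit several genes, and 9.92% of them have decimals. They were rounded for every test. Of these genes, 33860 had a nonzero value in at least 1 of the 20 libraries, and 31521 in at least 1 of the 15 libraries of the named lines. Total counts per library ranged from 21065890 to 26237571 in WT#1-4 (median 25114678), from 20294968 to 25602544 in Nox4-/- #5-8 (median 23131635), from 21759520 to 27708023 in Nox4-/- #5-23 (median 26199360) and from 20968431 to 24649416 in WT#20D-17 (median 23179928). The smallest amount that such a library can show, 3 counts, is between 0.108 and 0.148 CPM before TMM scaling. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

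CPM values here were scaled with edgeR's TMM factors over all 20 libraries. Genotype was compared with edgeR's exact test with all days pooled, as in the paper's methods, over the 33860 genes, and FDR values are Benjamini-Hochberg adjusted. The threshold was an FDR of 0.01, as in Fig. 4A, while the methods paragraph gives 0.001. EBSeq-HMM was not used here, and changes over the days were tested with edgeR's quasi-likelihood test after upper quartile normalization. With 1 library per line and day, WT#1-4 has no replicate on any day, and the spread in that fit came from the 2 Nox4-/- lines. Libraries of 1 line on different days are not independent replicates of a genotype, so the pooled test compares 1 wild type line with 2 Nox4-/- lines.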

Total RNA preparations were made on 0, 3, 5, 7 and 14 days from EB cultures under differentiation conditions using the three iPSC lines. RNA samples were subjected to mRNA sequencing (RNA-seq), and STAR and RSEM were used for mapping and quantification of RNA-seq data respectively. 

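With all time points pooled, edgeR's exact test between the 5 libraries of WT#1-4 and the 10 Nox4-/- libraries gave 1903 genes with an FDR under 0.01. Of these genes, 1343 (70.6%) were lower and 560 were higher in Nox4-/- cells. At the FDR of 0.001 in the methods paragraph, 1221 genes passed. The quasi-likelihood test on the same libraries gave 1228 genes at an FDR under 0.01. Adding day as a covariate to the quasi-likelihood test gave 2724, and 1733 of these were among the 1903. Of the 1903 genes, 1324 were found with Nox4-/- #5-23 alone against WT#1-4 and 1177 with Nox4-/- #5-8 alone, in the same direction in each case.

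Among genes with a mean of at least 10 counts per library, 797 of those past the threshold had every Nox4-/- library on the same side of every WT#1-4 library, 478 lower and 319 higher. Over all 15628 genes of that expression, 931 showed no overlap, against 0.0666% of genes that chance gives if libraries were independent. The largest falls among the 797 were in Meox2, Psma8, Repin1, Itih5 and 1700030C10Rik, and every Nox4-/- library had at most 2 counts for each of them. Set against the 3-count floor, they were at least 506-fold (Meox2), 97.6-fold (Psma8), 244-fold (Repin1), 320-fold (Itih5) and 28.2-fold (1700030C10Rik) higher in WT#1-4. The largest rises were in Sectm1a, Gm4322, Hoxc11, Hoxc5 and Hoxc9, which had at most 3 counts in any WT#1-4 library and were at least 107-fold, 19.7-fold, 18.1-fold, 38.4-fold and 57.0-fold higher in Nox4-/- cells. Gm4322 is annotated as a processed pseudogene, so its reads could be divided with its parent gene.

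The setting that moved the count most was the wild type line. With WT#20D-17 in place of WT#1-4, 8751 genes passed, of which 1188 were among the 1903 and 1023 had the same direction in both comparisons. Over all 20 libraries, 4101 genes passed, 3254 lower and 847 higher in Nox4-/- cells. The 2 wild type lines, set against each other with 5 libraries each, differed in 6007 genes. With the same number of libraries, WT#1-4 differed from Nox4-/- #5-8 in 1498 genes and from Nox4-/- #5-23 in 1994. WT#20D-17 differed from these Nox4-/- lines in 6855 and 7388 genes. The 2 Nox4-/- lines differed from each other in 740. Meox2 and 1700030C10Rik were at or under the floor in WT#20D-17 as well, with at most 0.0525 CPM of Meox2, and Gm4322 was lower in Nox4-/- cells than in WT#20D-17 (log2 fold change -3.83, FDR of 4.05e-22 from the exact test).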

We identified 3283 genes differentially expressed between WT and Nox4-/- cells by pooling expression data from all time points using edgeR program. 

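Changes over the 5 days were tested in the 15 libraries of the named lines, over the 18653 genes that passed edgeR's expression filter, in a fit with 1 mean for each genotype and day. At an FDR under 0.01, 61 genes changed over the days in WT#1-4 and 283 in Nox4-/- cells, with 49 genes in both sets. At an FDR under 0.05 the numbers were 1013 and 1655. The test had more libraries for Nox4-/- cells, with 2 lines per day, than for WT#1-4, with 1. In simulated counts with 200 genes changed by 2 log2 units in WT#1-4 alone, the fit recovered 0 of them. With a change of 4 log2 units it recovered 122 (61%). The fit thus missed the smaller change in simulated counts. These held no differences between lines of the same genotype and few changed genes, so they do not set the limit for the real libraries.

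The 2 Nox4-/- lines were sampled on the same days, and their difference was carried from day to day. Across 16516 genes, which are not independent replicates, the log2 difference between the 2 lines had a mean correlation of 0.604 between days (from 0.405 to 0.864 over the 10 pairs of days). With the line as a replicate block in the fit, 1589 genes changed in WT#1-4 and 2344 in Nox4-/- cells, with 1033 in both sets. With WT#20D-17 as a second wild type line, the numbers were 4 and 3 without the block, and 727 and 443 with it. The difference between the wild type lines had a mean correlation of 0.776 between days (from 0.541 to 0.921). In each of these fits with WT#1-4 as the only wild type line, more genes passed in Nox4-/- cells than in wild type cells.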

We also identified 3357 and 1247 genes that showed significant changes in gene expression over the course of differentiation from WT and Nox4-/- cells respectively using EBSeqHMM program. We focused on genes whose expression levels changed significantly as differentiation proceeded in WT but not in Nox4^−/−^ cells and in the end differed significantly between the two cell groups. These genes, totaling 597, should include down-stream target of Nox4^−/−^ signaling (Fig. 4A, B). 

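The paper selected its genes with edgeR and with EBSeq-HMM at an FDR under 1e-10. A selection of that form, with edgeR in place of EBSeq-HMM and another threshold, took genes past an FDR of 0.01 in the pooled exact test and in the day test for WT#1-4, and not past it in the day test for Nox4-/- cells. It gave 4 genes, 3 of them lower in Nox4-/- cells. They were Per1, Dusp1 and H2-K2, lower in Nox4-/- cells, and Eml1, which was higher. They are named here because they are few, after their values were seen, and H2-K2 belongs to a multigene family whose reads the counting could have divided. With the line as a replicate block in the day tests, 69 genes were selected, 55 of them lower in Nox4-/- cells, and these held 2 of the 4 genes, Per1 and H2-K2. With an FDR of 0.05 in the day tests, 45 genes were selected. Igf2 was not among the 4, since its FDR in the day test was 0.0163 in WT#1-4 and 0.135 in Nox4-/- cells. With the line as a replicate block these were 0.00195 and 0.0507, which placed Igf2 in that set.

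Whether the course over the days itself differed between WT#1-4 and Nox4-/- cells was tested by the interaction of genotype and day. At an FDR under 0.01, 0 genes passed without the block and 0 with it. TMM normalization and a linear trend in day also gave 0. But 403 genes passed without a filter on low counts and 242 with DESeq2's likelihood ratio test, so the result depends on the settings. At an unadjusted p under 0.05, 1091 of the 18653 genes (5.85%) passed without the block and 2598 with it. The interaction recovered 52 of 200 simulated genes (26%) that changed by 4 log2 units in WT#1-4 alone. Among the 69 genes selected with the block, the median FDR in the Nox4-/- day test was 0.144.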

Gene set analysis was carried out using ConsensusPathDB application for KEGG pathways and gene ontology (GO) terms [22]. 

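Supplementary Table 2 lists 42 KEGG pathways with 135 different genes, and each of these was matched by its symbol to a gene of the deposited table. In the pooled exact test, 117 of the 135 were lower and 18 were higher in Nox4-/- cells. An FDR under 0.01 was reached by 81 of them, 74 lower and 7 higher, and an FDR under 0.001 by 53. The share of lower genes was 86.7%, against a median of 46.7% in 10000 random gene lists matched on mean expression, and was higher than in all of them. The genes were selected in the paper on these same 15 libraries for a difference between the genotypes in either direction, while the random lists were not selected for a difference. Of all 1903 genes past the threshold, 70.6% were lower. With WT#20D-17 in place of WT#1-4, which did not enter the selection but was set against the same Nox4-/- libraries, 105 of the 135 genes (77.8%) kept their direction, against a median of 63.7% in random lists (percentile 99.95). Of these, 74 passed an FDR of 0.01 in the same direction, while 13 passed it in the opposite direction. Direction was counted by sign alone, so genes with a log2 fold change near 0 are counted too. Among the 81 listed genes past the threshold, 61 (75.3%) kept their direction with WT#20D-17, as did 1372 of the 1822 other genes past the threshold (75.3%). The over-representation itself was not recomputed, as KEGG's pathway membership was not used here.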

Significant KEGG pathways were diverse as expected for differentiation into multiple lineages (Fig. 4C; Supplementary Table 2). 

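For leukocyte transendothelial migration, Supplementary Table 2 lists 11 genes, of which 9 were lower and 2 higher in Nox4-/- cells in the pooled exact test, and 7 passed an FDR of 0.01, all lower. For axon guidance, 10 of 12 listed genes were lower, and 5 passed the threshold, 4 of them lower. For focal adhesion, 15 of 17 were lower and 9 passed, all lower. For gap junction, 7 of 9 were lower and 5 passed, all lower. With WT#20D-17 in place of WT#1-4, the direction was the same for 9 of the 11, 11 of the 12, 15 of the 17 and 6 of the 9 genes. These counts go by sign alone. For focal adhesion and gap junction they include Pdgfa and Pdgfb, with log2 fold changes of only 0.05 and 0.00 against WT#20D-17. In the same order, 6, 10, 10 and 2 genes passed the threshold in the same direction. In the opposite direction, 1, 0, 1 and 2 passed it. The share for gap junction (66.7%) equalled the median of its random lists, while the other shares lay above theirs. Their percentiles were 82.78 for leukocyte transendothelial migration, 96.4 for axon guidance and 97.64 for focal adhesion. Since the genes were chosen for a difference from the same Nox4-/- libraries, a shared direction follows in part from that choice, and 1433 of all 1903 genes past the threshold shared it.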

Several of them such as ‘leukocyte transendothelial migration’ and ‘axon guidance’ likely reflected specific cell type differentiation, while others such as ‘focal adhesion’ and ‘gap junction’ indicated changes in the physical nature of cellular environments.

**Fig. 4:**
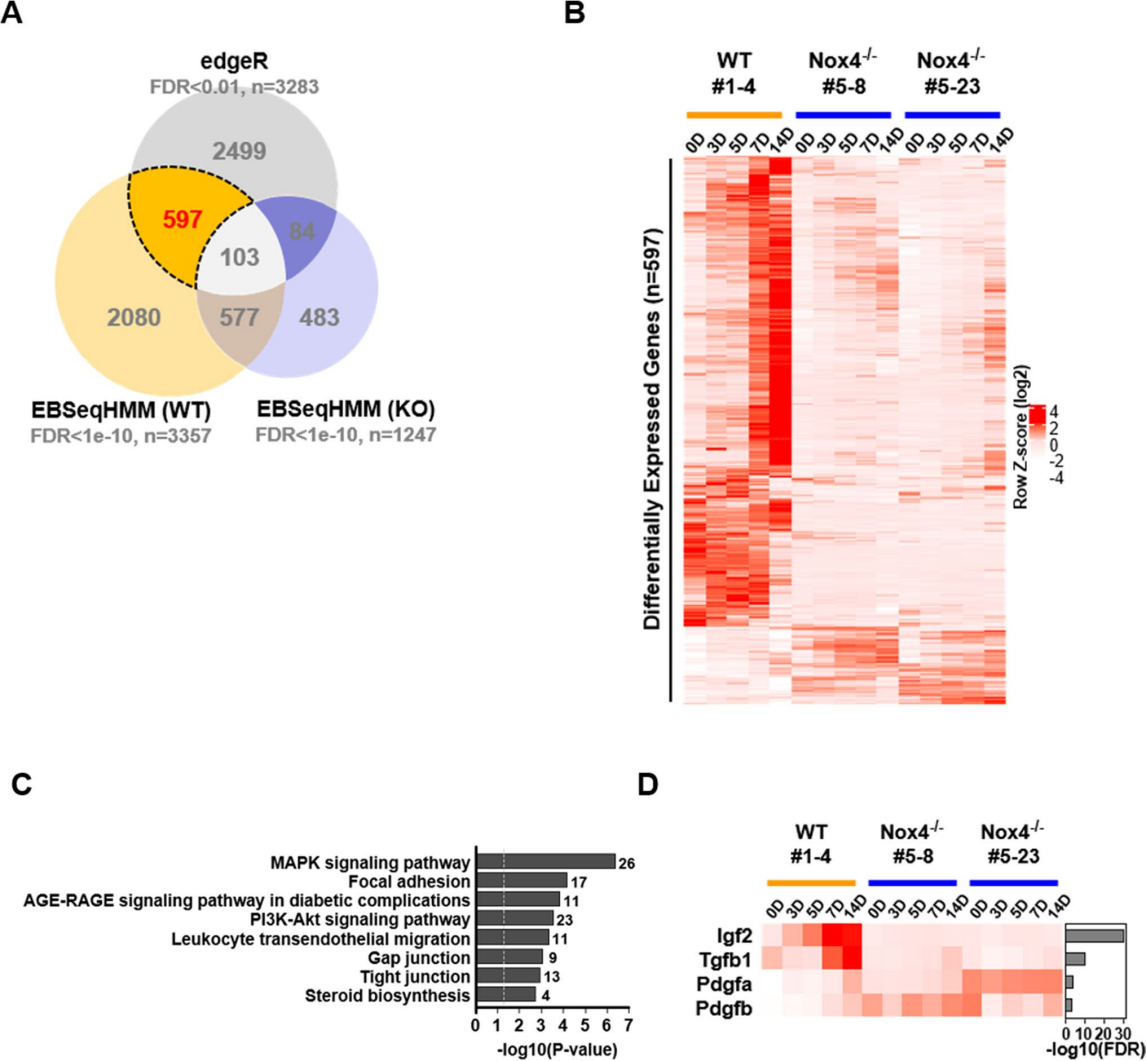
Time-course analysis of transcriptional changes in WT and Nox4^−/−^ EB cells. (**A**) Venn diagram of DEGs (Differentially Expressed Genes) between wild-type and Nox4^−/−^ cells determined by two analytical tools, edgeR and EBSeqHMM. 597 DEGs were selected as genes with significant (FDR <0.01 in edgeR and FDR <1e-10 in EBSeqHMM) patterns in WT compared to Nox4^−/−^ cells. (**B**) Heatmap of log2 TPM (Transcripts Per Million) expression of 597 DEGs in WT and Nox4^−/−^ cells. The heatmap was scaled to row-wise z-score. (**C**) Gene set over-representation analysis of KEGG pathways for 597 DEGs by ConsensusPathDB. Pathways with FDR <0.05 are shown. The full list and details are in the Supplementary Table 2. The number of DEGs in each pathway is indicated next to the bar. The dotted vertical line indicate *P*-value of 0.05. (**D**) Log2 TPM expression for growth factors among DEGs in the MAPK signaling pathway. Genes were sorted by FDR of edgeR shown in the bar plot to the right of the heatmap

### IGF2 is a Downstream Target of Nox4 Signaling Involved in EB Differentiation

The pathways shown to be most significantly activated in the WT but not in Nox4-/- cells included MAPK and PI3K-Akt signaling pathways. 

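Of the 26 genes that Supplementary Table 2 lists for MAPK signaling, 23 were lower and 3 higher in Nox4-/- cells in the pooled exact test. Of these, 13 passed an FDR of 0.01, 12 lower and 1 higher. Of the 23 genes listed for PI3K-Akt signaling, 21 were lower and 2 higher, and 9 passed, all lower. With day as a covariate in the quasi-likelihood test, 19 of the 26 and 17 of the 23 passed. With WT#20D-17 in place of WT#1-4, 25 of the 26 MAPK genes kept their direction, 19 of them past the threshold and 0 past it in the opposite direction. For PI3K-Akt signaling, 20 of the 23 kept their direction, 12 of them past the threshold, and 2 passed it in the opposite direction. Direction was counted by sign alone. Pdgfa and Pdgfb, on both lists, were counted as kept with log2 fold changes of only 0.05 and 0.00 against WT#20D-17. Both comparisons use the same Nox4-/- libraries, so a shared direction follows in part from the selection, and it was seen for 75.3% of all 1903 genes past the threshold. The 2 lists overlap, and the genes were chosen on the libraries of the named lines, so the number past the threshold there follows in part from that choice.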

We examined the phosphorylation state of ERK and AKT by immunoblotting on days 0, 7 and 14 and found that the levels of p-AKT and p-ERK were higher in WT cells than in Nox4-/- cells (Supplementary Fig. 2). Notable targets of MAPK pathway included multiple secreted factors among which was IGF2 (Fig. 4D). 

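The growth factor genes in Fig. 4D are Igf2, Tgfb1, Pdgfa and Pdgfb. In the pooled exact test, the log2 fold change of Nox4-/- cells over WT#1-4 was -3.58 for Igf2 (FDR of 2.34e-12, standard error 0.446 from the quasi-likelihood fit) and -2.04 for Tgfb1 (FDR of 0.00193, standard error 0.502). Pdgfa and Pdgfb were higher in Nox4-/- cells. Pdgfa (ENSMUSG00000025856, chromosome 5 of GRCm38 from 138976014 to 138997370) had a log2 fold change of 1.25 with an FDR of 0.0253, and Pdgfb (ENSMUSG00000000489, chromosome 15 from 79995874 to 80014977) 1.14 with an FDR of 0.0397, so neither passed an FDR of 0.01. With day as a covariate in the quasi-likelihood test, Pdgfa (log2 fold change 1.44, standard error 0.272, FDR of 0.000136) and Pdgfb (1.23, standard error 0.259, FDR of 0.00061) passed. Pdgfa ranged from 5.39 to 33.0 CPM in WT#1-4, from 16.9 to 33.7 in Nox4-/- #5-8 and from 41.6 to 49.2 in Nox4-/- #5-23, and genes of chromosome 5 were as a group higher in Nox4-/- #5-23 than in WT#1-4 (median log2 ratio between 0.469 and 0.527 on each day, relative to all genes). Pdgfb ranged from 3.76 to 16.4 CPM in WT#1-4, from 15.1 to 34.7 in Nox4-/- #5-8 and from 8.84 to 27.3 in Nox4-/- #5-23. Against WT#20D-17, the log2 fold change was 0.05 for Pdgfa and 0.00 for Pdgfb, each with an FDR of 1.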

Most importantly, IGF2 was continuously up-regulated during differentiation of WT EB cells but not during differentiation of Nox4^−/−^ EB cells as also confirmed by real time RTPCR analysis (Figs. 4D and 5A). 

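Igf2 (ENSMUSG00000048583) lies on the minus strand of chromosome 7 of GRCm38 from 142650766 to 142666816. It overlaps the antisense gene Igf2os, and Gm49394 on its own strand, so the share of reads given to each depends on the counting. Igf2os had up to 1945 counts in a library, a maximum over all 20 libraries, WT#20D-17 included. That maximum was not taken for the named lines alone. In WT#1-4, Igf2 was 3.53 CPM on day 0 (93 counts, 95% Wilson interval from 2.88 to 4.33), 10.6 on day 3 (9.41 to 12.0), 23.5 on day 5 (21.7 to 25.4), 54.4 on day 7 (51.7 to 57.3) and 51.8 on day 14 (48.7 to 55.0). It rose up to day 7, and the intervals of days 7 and 14 overlap. In Nox4-/- #5-8 it was 1.76, 2.56, 2.79, 3.52 and 1.48 CPM on the 5 days, and in Nox4-/- #5-23 it was 2.16, 1.33, 3.33, 3.77 and 1.31 CPM. The lowest of the 5 values in WT#1-4, on day 0, was above both Nox4-/- lines of that day, whose intervals ended at 2.36 and 2.79.

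From day 0 to day 14, log2 of the CPM plus 1 changed by 3.54 in WT#1-4, with bounds of 3.22 and 3.85 from the intervals of both days, and by -0.30 ± 0.211 (SD, n = 2 lines) in Nox4-/- cells. From day 0 to day 7 the Nox4-/- lines changed by 0.65, which is the opposite sign. Without a replicate of WT#1-4 on any day, the change in that line rests on counting error and on the spread of the Nox4-/- lines. The interaction of genotype and day had an FDR of 0.503 for Igf2, and 0.0701 with the line as a replicate block. In WT#20D-17, Igf2 was 14.4, 519, 2593, 4705 and 3592 CPM on the 5 days, a change of 7.86 on the same scale from day 0 to day 14. It too was lower on day 14 than on day 7, with intervals of 3570 to 3620 and 4680 to 4730. Against WT#20D-17, the log2 fold change of Nox4-/- cells in the pooled exact test was -9.89 (FDR of 7.44e-35), and over all 20 libraries it was -8.91 (FDR of 5.06e-11).

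The paper sets the rise of Igf2 in WT EB cells and its absence in Nox4-/- EB cells, with its real time RT-PCR, beside the recovery of Nox4-/- cultures after IGF2 was added. Its summary, after both, names IGF2 a downstream effector of Nox4 signaling.

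**Figure D1:**
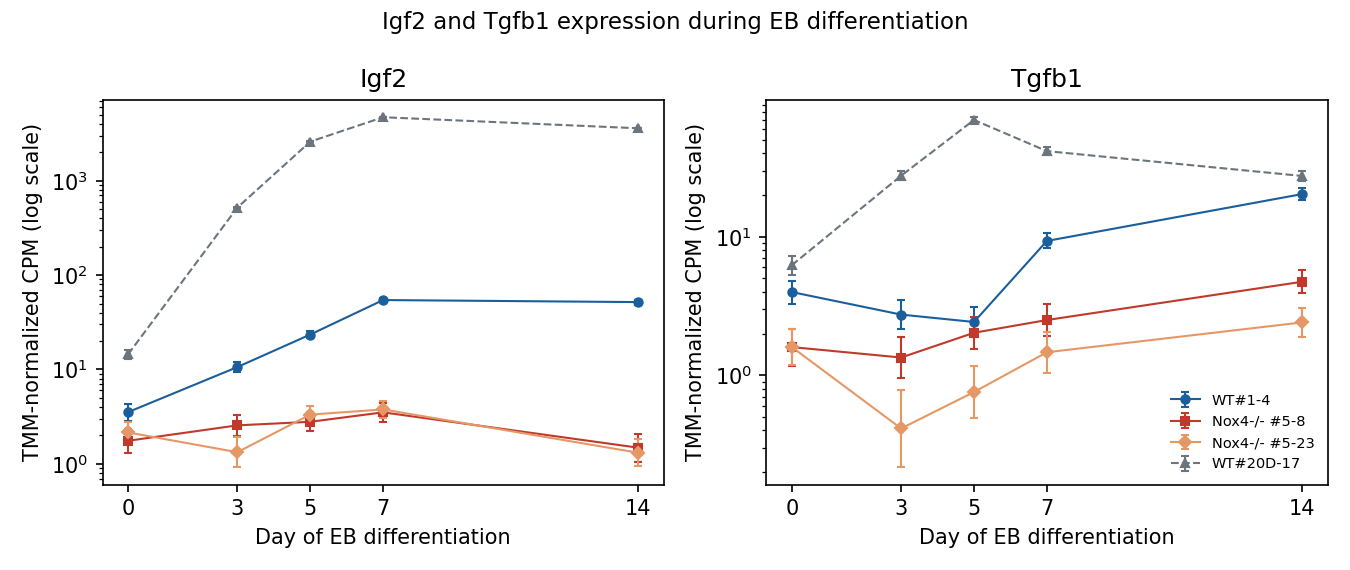
Igf2 (left) and Tgfb1 (right) in TMM-normalized CPM, on a log axis, against the day of EB differentiation, with 1 point per library, 95% Wilson intervals of the count as bars, and lines joining the libraries of WT#1-4, Nox4-/- #5-8, Nox4-/- #5-23 and, dashed, WT#20D-17, which the paper does not name. Igf2 reaches 54.4 CPM in WT#1-4 and 4705 CPM in WT#20D-17 and stays at or under 3.77 CPM in both Nox4-/- lines.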

Importantly, upon addition of IGF2 to differentiating culture, we saw a significant recovery in the size of expanding clones (Fig. 5B). We also examined differentiation markers of the three germ layers and found that a far more robust differentiation took place for iPSCs from both Nox4^−/−^ clonal lines in the presence of IGF2 (Fig. 5C). Finally, we examined the changes in gene expression patterns using multiple markers by RTPCR. Consistent with involvement of IGF2 in differentiation of multiple cell types, we saw significant upregulation in the expression of the majority of tested genes as differentiation progressed (Supplementary Fig. 3A-C).

**Fig. 5:**
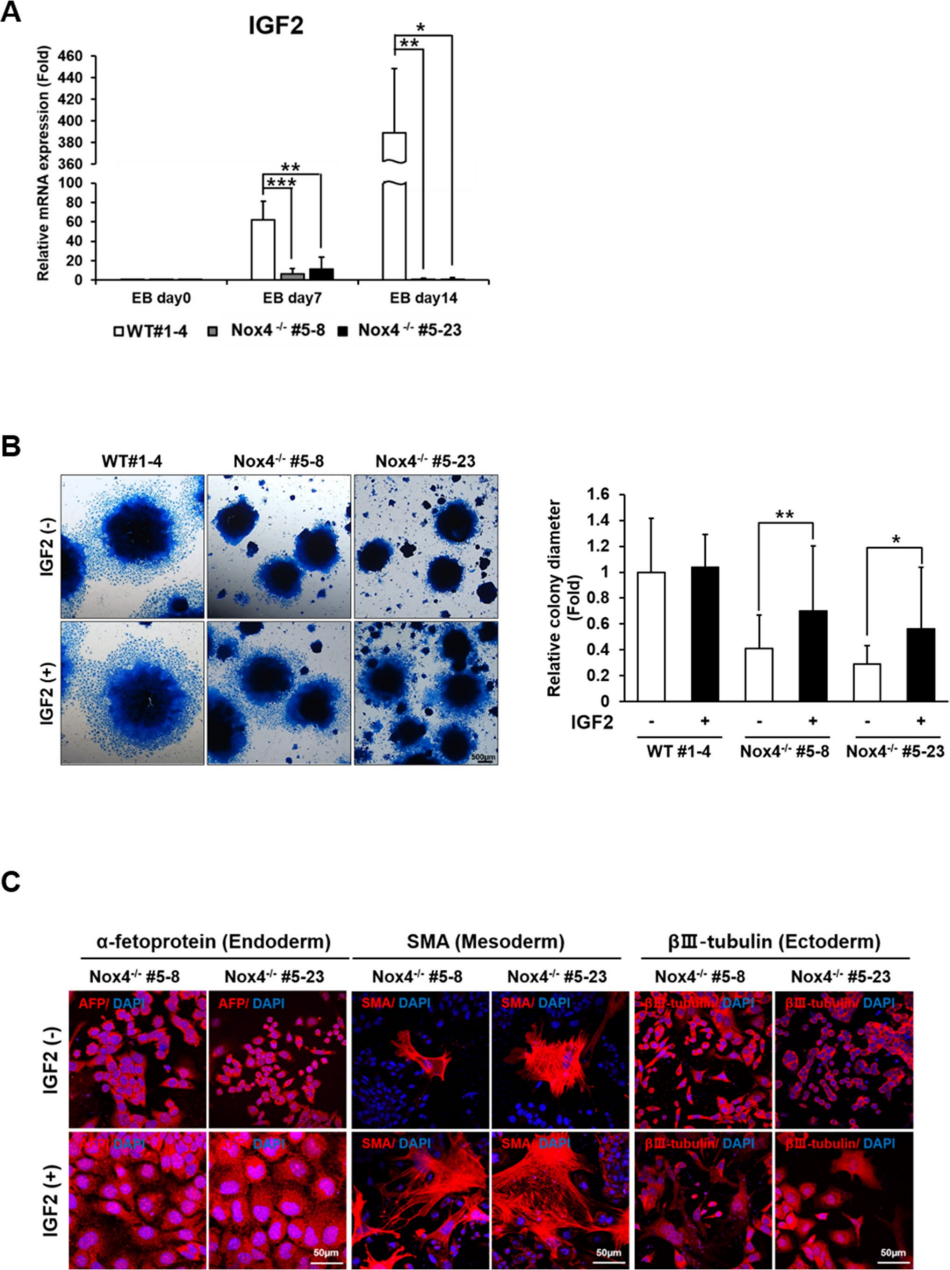
Nox4 promotes differentiation of three embryonic germ layers via IGF2 induction. (**A**) Expression of IGF2 during differentiation of EB cells (*P-value of <0.05, ** *P-*value of <0.005, *** *P-*value of <0.0005 from Student’s *t*-test) from real time RT-PCR analyses. Note the reduced levels in Nox4^−/−^ cells. (**B**) EBs cultured in differentiation media for 7 days with or without addition of IGF2 and Coomassie blue-stained. Graph on the right side shows diameters of multiple EB colonies from ± IGF2 cultures with significant difference (*P-value <0.05 from Student’s *t*-test) in the case of Nox4^−/−^ EBs. (**C**) Representative images of immunofluorescence staining showing expression of representative markers of the three embryonic germ layers. Cells from Nox4^−/−^ EBs are cultured with or without IGF2 for 7 days and counterstained with DAPI (blue). Scale bar: 50 μm

In sum, we have for the first time shown that Nox4 is the major source of ROS during differentiation of EB into cells of all three germ layers. We also demonstrated that IGF2 is an important downstream effector of Nox4 signaling and mediates induction of multiple genes involved in differentiation. Further elaboration of Nox4-IGF2 axis may provide ways to regulate maintenance and differentiation of pluripotent stem cells.

## Discussion

The notion that reactive oxygen species (ROS) are just cytotoxic reagents is no longer tenable as their role as second messengers is firmly established by extensive body of evidence [1, 2]. For various cell-to-cell signaling events, it is often the group of Nox enzyme complexes that are responsible for receptor-mediated generation of ROS [4, 5]. Regulation by ROS affects critical cellular processes including cell growth, differentiation and apoptosis, and as such expression and activation of Nox enzymes are tightly regulated [4, 23].

Involvement of Nox isozymes in self-renewal and differentiation of various types of stem cells has also been reported [6, 8]. To the best of our knowledge, no study has been carried out analyzing the role of Nox enzyme in differentiation of EB which is not just a three dimensional suspension of cellular aggregate but a complex tissue simulating early embryonic development and containing cells of all three germ layers as well as attendant cell-cell interactions. It was therefore somewhat surprising, given the multitude of lineages differentiating, that only Nox4 was significantly upregulated during the differentiation. We cannot rule out the possibility that for certain specific cell types other Nox isozymes play important roles. Of interest, Nestin and Pax3 did not show compromises in activation in Nox4 -/- EBs. It is possible that these two genes require another Nox enzyme for activation. Alternatively, the lack of down-regulation of the two genes may have to do with the diverse use of ROS signaling in neural development. Specifically, depending on the types of neurons, ROS was shown to have opposite effects in differentiation [24]. At any rate, the overall importance role of Nox4 is clearly demonstrated as EBs lacking this enzyme showed significantly reduced levels of differentiation for all three germ layers as well as overall growth.

Our transcriptomic analyses revealed multitude of signaling pathways and genes that are regulated by Nox4 signaling. 

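The iPSC line is the independent unit of the genotype comparison, and it was also tested as such. Counts were summed over the 5 days of each line, and the 2 wild type lines, WT#20D-17 included, were compared with the 2 Nox4-/- lines in edgeR's quasi-likelihood test. Of 20229 genes, 0 passed an FDR of 0.05, and 1628 had an unadjusted p under 0.05, of which 1220 were lower in Nox4-/- cells. Igf2 had a log2 fold change of -8.83 (standard error 2.53, FDR of 0.604) and Tgfb1 of -3.44 (standard error 0.97, FDR of 0.604). The targeted gene, Nox4, also had an FDR of 0.604, so with 2 lines per genotype this test did not call a difference known from the design. In simulated counts without differences between lines of 1 genotype, the same test recovered 90 of 200 genes (45%) changed by 2 log2 units. A model of all 20 libraries with day as a covariate and line as a random effect (limma-voom with a consensus correlation of 0.481) gave 269 genes, DESeq2 on the summed counts gave 1568 and edgeR's exact test on them gave 311. Of the 1903 genes that differed between WT#1-4 and Nox4-/- cells, 1433 (75.3%) had the same direction with WT#20D-17 in place of WT#1-4.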

We focused on IGF2 which is a component gene of the MAPK signaling pathway as well as of the PI3K-Akt signaling pathway. IGF2 and TGF-β1 to a lesser extent represent growth factors most highly differentially expressed as WT EB differentiation but not Nox4^−/−^ EB differentiation proceeded. 

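Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38 from 25687002 to 25705077, with no overlapping annotated gene) was 3.99 CPM on day 0 in WT#1-4 (95% Wilson interval from 3.29 to 4.83), 2.74 on day 3 (2.17 to 3.47), 2.42 on day 5 (1.90 to 3.09), 9.33 on day 7 (8.23 to 10.6) and 20.3 on day 14 (18.5 to 22.4). The interval of day 5 lies below that of day 0, those of days 0 and 3 overlap, and Tgfb1 rose after day 5. In Nox4-/- #5-8 it was 1.60, 1.34, 2.03, 2.50 and 4.73 CPM on the 5 days, and in Nox4-/- #5-23 it was 1.60, 0.412, 0.756, 1.47 and 2.41 CPM. On the scale of log2 of the CPM plus 1, the change from day 0 to day 14 was 2.10 in WT#1-4 and 0.77 ± 0.531 (SD, n = 2 lines) in Nox4-/- cells, positive in both Nox4-/- lines. The day test for Tgfb1 had an FDR of 0.204 in WT#1-4 and 0.376 in Nox4-/- cells, and the interaction of genotype and day an FDR of 1. With the line as a replicate block these were 0.00889, 0.0322 and 0.521. In WT#20D-17, Tgfb1 was 6.23, 27.6, 69.8, 41.6 and 27.5 CPM, with its highest value on day 5.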

IGF2 is known to be highly expressed during embryogenesis and down-regulated in adults except in the brain and intestine [25, 26]. Importantly, IGF2, an autocrine expressed as early as at the two-cell stage functions as an important growth factor for fetal growth [27–30]. Our data in part supports this given that Nox4^−/−^ EB showed developmental lag both in size and in differentiation. Most importantly, the deficiency in differentiation and growth of Nox4 -/- EBs were significantly ameliorated by addition of exogenous IGF2. Clearly, the situation in vivo is much more complex than in EB culture in vitro, and Nox4 affects numerous other genes besides IGF2. Nevertheless, our data for the first time establish the importance of Nox4-IGF2 axis in EB differentiation and possibly in embryogenesis. Members of TGF-β family play diverse and critical roles during embryogenesis [31]. Regulation at least of TGF-β1 by Nox4-mediated signaling is consistent with the significant role of Nox4 and ROS in embryogenesis as well. 

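In the pooled comparison, Tgfb1 lost its call under some settings. Its FDR was 0.0152 in the quasi-likelihood test with all days pooled, 0.092 with WT#1-4 set against Nox4-/- #5-8 alone (log2 fold change -1.67) and 0.0378 with day 7 left out (-1.98). With day as a covariate in the quasi-likelihood test it was 8.33e-05 (log2 fold change -1.75, standard error 0.320). With WT#20D-17 in place of WT#1-4, the log2 fold change was -4.19 (FDR of 2.81e-16). Tgfb1 was lower in Nox4-/- cells under each of these settings.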

The exact signaling events that lead to transcriptional activation of IGF and TGF-β1 should be further examined. It is established that Nox4 activates NF-κB and that NF-κB activates TGF-β genes [32–35]. It has also been reported that Nox signaling leads to activation of Smad pathway [33]. Although these observations are often in different cellular contexts, well-established pathways and signaling factors should serve as guides in further detailing of the signaling pathways.

In conclusion, we demonstrate that Nox4 isozyme is responsible for generation of ROS required for efficient differentiation of cells within EB into various types cells found in all three embryonic germ layers. Importantly, we provide evidence indicating that IGF2 is the prime target of Nox4 signaling thereby establishing a basis for elaborating molecular pathways for the control of pluripotent stem cells.

## Supplementary Information

Supplementary Fig. 1 (A) EBs cultured in differentiation media for 7 days with or without addition of 500 nM N-acetyl Cysteine (NAC). Graph on the right side shows diameters of multiple EB colonies from ± NAC cultures without significant difference (‘n.s.’ indicates ‘not significant’ from Student’s *t*-test) (B) Real time RT-PCR analyses showing expression of representative markers during EB differentiation ± NAC. 2 markers for each of the germ layers are examined on days 0 and 7. Error bars represent mean ± S.D. from three independent experiments (‘n.s.’ indicates ‘not significant’ from Student’s *t*-test). (JPG 146 KB)

Supplementary Fig. 2 Immunoblotting analyses for activation of AKT and ERK. Samples are prepared from indicated cells on indicated culture days. α-tubulin is used as the loading control. (JPG 93.3 KB)

Supplementary Fig. 3 (A-C) Effect of IGF2 on expression of representative marker genes was examined by real time RT-PCR using RNA prepared from day 7 EB cultures of the two of Nox4^−/−^ cell lines (*P-value <0.05 and ** *P*-value <0.005 from Student’s *t*-test; ‘n.s.’ indicates ‘not significant’). (JPG 233 KB)

Supplementary Table 1

Supplementary Table 2

## Data Availability

Data generated during the current study are presented in the article or in the Supplementary Information files. Further details are available upon request. RNA-seq data sets are available from the GEO database under accession number **GSE180912**.

## Abbreviations

EB: embryoid body
iPSCs: induced pluripotent stem cells
IGF2: insulin-like growth factor 2
ES: embryonic stem
E: embryonic day
MEF: mouse embryonic fibroblast
WT: wild type

# Supplementary material for: Nox4-IGF2 Axis Promotes Differentiation of Embryoid Body Cells Into Derivatives of the Three Embryonic Germ Layers
**Source:** Stem Cell Rev Rep. 2021 Nov 20;18(3):1181–92. doi: 10.1007/s12015-021-10303-x
**Supplement:** Supplementary file 4

| **Supplementary Table1. Sequences of oligonucleotide primers used in RT-PCR** | | |
| --- | --- | --- |
|  |  |  |
| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| **GATA binding protein 4**  **(Gata4)** | CCC TAC CCA GCC TAC ATG G | ACA TAT CGA GAT TGG GGT GTC T |
| **SRY-box transcription factor 17 (Sox17)** | CGA GCC AAA GCG GAG TCT C | TGC CAA GGT CAA CGC CTT C |
| **Forkhead box A2 (Foxa2)** | AGC ACC ATT ACG CCT TCA AC | CCT TGA GGT CCA TTT TGT GG |
| **GATA binding protein 6**  **(Gata6)** | TCT ACA CAA GCG ACC ACC TCA G | GCC AGA GCA CAC CAA GAA TCC |
| **Alpha fetoprotein (AFP)** | AGC TCA GCG AGG AGA AAT GGT | GTT CAC AGG GCT TGC TTC ATT C |
| **Kruppel Like Factor 5 (Klf5)** | TGG TTG CAC AAA AGT TTA TAC | GGC TTG GCG CCC GTG TGC TTC C |
| **Eomesodermin (Eomes)** | GCG CAT GTT TCC TTT CTT GAG | GGG GTT GAG TCC GTT TAT GTT |
| **Heart and neural crest**  **derivatatives expressed 1 (Hand1)** | CAC CAC CTA CCA CCG CAG TA | CCT TCT TGG GTC CTG AGC CTT T |
| **T-box transcription factor T (*TBXT*)** | TCT CTG GTC TGT GAG CAA TGG T | TGC GTC AGT GGT GTG TAA TGT G |
| **Zinc finger protein SNAI1 (Snail)** | TCT GAA GAT GCA CAT CCG AAG C | TTG CAG TGG GAG CAG GAG AAT |
| **Zinc finger protein SNAI2 (Snai2)** | TGG TCA AGA AAC ATT TCA ACG CC | GGT GAG GAT CTC TGG TTT TGG TA |
| **Platelet-derived growth factor receptor A (*PDGFRa*)** | TCC TTC TAC CAC CTC AGC GAG | CCG GAT GGT CAC TCT TTA GGA AG |
| **Kinase Insert Domain Receptor (*KDR)*** | TTT GGC AAA TAC AAC CCT TCA GA | GCA GAA GAT ACT GTC ACC ACC |
| **Claudin5 (CLDN5)** | GCA AGG TGT ATG AAT CTG TGC T | GTC AAG GTA ACA AAG AGT GCC A |
| **Fibroblast growth factor 5 (*Fgf5*)** | TGT ACT GCA GAG TGG GCA TC | ACA ATC CCC TGA GAC ACA GC |
| **Orthodenticle homeobox 2 (*Otx2*)** | GCG AAG GGA GAG GAC GAC TTT | CTG CTG TTG GCG GCA CTT AG |
| **Wnt family member 1 (*Wnt1*)** | AGC CCT AGC TGC CAA CAG TA | GGA ATT GCC ATT TGC ACT CT |
| **Neuroectodermal stem cell marker (*Nestin*)** | CCC TGA AGT CGA GGA GCT G | CTG CTG CAC CTC TAA GCG A |
| **Paired box gene 3 (*Pax3*)** | AAC AAG CTG GAG CCA ATC AAC TG | CTG AGG TCT GTG GAC GGT GCT A |
| **Zic family member 1 (*Zic1*)** | CTT TTC CCT GCC CGT TTC | CTC GAA CTC GCA CTT GAA GG |
| **Microtubule-associated protein 2 (*Map2*)** | GCC AGC CTC AGA ACA AAC AG | AAG GTC TTG GGA GGG AAG AAC |
| **Insulin-like growth factor 2 (*Igf2*)** | ACA ACT TCG ATT TGA ACC ACA TTC | GAG AGC TCA AAC CAT GCA AAC T |
| ***18S* ribosomal *RNA* (18s)** | AGG AAT TGA CGG AAG GGC ACC | GTG CAG CCC CGG ACA TCT AAG |

# Supplementary material for: Nox4-IGF2 Axis Promotes Differentiation of Embryoid Body Cells Into Derivatives of the Three Embryonic Germ Layers
**Source:** Stem Cell Rev Rep. 2021 Nov 20;18(3):1181–92. doi: 10.1007/s12015-021-10303-x
**Supplement:** Supplementary file 5

| **Supplementary Table2. Result of gene set over-representative analysis for KEGG pathways** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
|  | **Pathway** | **DEGs_in_pathway** | **DEGs contained** | **Pathway size** | **p-value** | **q-value** |
| **1** | MAPK signaling pathway | Igf2; Pdgfa; Pdgfb; Cacna1c; Dusp8; Dusp5; Flnc; Dusp1; Tgfb1; Rps6ka6; Mknk2; Jun; Angpt1; Dusp10; Map3k2; Ntrk2; Hspa1b; Hspa1a; Flt1; Erbb3; Pdgfra; Cacna2d1; Efna2; Efna1; Gadd45g; Kdr | 26 | 294 | 4.47E-07 | 8.73E-05 |
| **2** | Focal adhesion | Pdgfa; Pdgfb; Ccnd3; Mylk4; Itga1; Vcl; Itga3; Jun; Lama2; Col4a6; Pdgfra; Tnc; Lamb3; Flnc; Thbs4; Kdr; Flt1 | 17 | 199 | 7.00E-05 | 0.006821258 |
| **3** | AGE-RAGE signaling pathway  in diabetic complications | Tgfb1; F3; Pim1; Cdkn1b; Egr1; Jun; Col4a6; Col3a1; Thbd; Serpine1; Plcb1 | 11 | 100 | 0.000149744 | 0.00973336 |
| **4** | PI3K-Akt signaling pathway | Igf2; Pdgfa; Pdgfb; Ccnd3; Col4a6; Lamb3; Angpt1; Cdkn1a; Il7r; Ghr; Cdkn1b; Thbs4; Lama2; Ntrk2; Tnc; Flt1; Erbb3; Pdgfra; Itga1; Itga3; Efna2; Efna1; Kdr | 23 | 358 | 0.000295386 | 0.01440007 |
| **5** | Leukocyte transendothelial migration | Cldn3; Cldn15; Vcl; Cldn11; Rapgef3; Ocln; Thy1; Gnai1; Cldn4; Cldn5; Cldn7 | 11 | 115 | 0.000474017 | 0.018486645 |
| **6** | Gap junction | Pdgfa; Pdgfb; Tjp1; Plcb1; Map3k2; Pdgfra; Htr2a; Itpr2; Gnai1 | 9 | 86 | 0.000854867 | 0.027783187 |
| **7** | Tight junction | Tjp1; Myh7b; Cldn15; Bves; Jun; Mpp4; Cldn11; Ocln; Myh14; Cldn3; Cldn4; Cldn5; Cldn7 | 13 | 167 | 0.001175736 | 0.032752649 |
| **8** | Steroid biosynthesis | Msmo1; Cyp51; Sqle; Lss | 4 | 19 | 0.001920361 | 0.046808808 |
| **9** | Calcium signaling pathway | Il7r; Pdgfa; Pdgfb; Ghr; Pim1; Cdkn1a; Pdgfra; Lep; Lifr; Cntfr; Ccnd3; Ptpn6 | 12 | 165 | 0.002864793 | 0.058924857 |
| **10** | JAK-STAT signaling pathway | Erbb3; Nos2; Plcb1; Pde1b; Mylk4; Cacna1c; Chrm3; Pdgfra; Chrna7; Htr2a; Oxtr; Itpr2; Htr5b | 13 | 187 | 0.003066773 | 0.058924857 |
| **11** | Amoebiasis | Tgfb1; Nos2; Plcb1; Vcl; Lama2; Col4a6; Col3a1; Lamb3; Serpinb3a | 9 | 106 | 0.003454663 | 0.058924857 |
| **12** | Parathyroid hormone synthesis, secretion and action | Plcb1; Vdr; Cdkn1a; Egr1; Mmp25; Hbegf; Itpr2; Mafb; Gnai1 | 9 | 107 | 0.003919245 | 0.058924857 |
| **13** | Protein digestion and absorption | Col15a1; Eln; Col11a1; Col11a2; Col22a1; Col4a6; Col3a1; Dpp4 | 8 | 90 | 0.004584972 | 0.058924857 |
| **14** | Oxytocin signaling pathway | Plcb1; Nfatc2; Nfatc4; Cdkn1a; Cacna1c; Jun; Oxtr; Itpr2; Cacna2d1; Mylk4; Gnai1 | 11 | 153 | 0.005050064 | 0.058924857 |
| **15** | Axon guidance | Nfatc2; Ephb1; Nfatc4; Sema5b; Epha8; Unc5c; Efna2; Epha1; Rnd1; Efna1; Ntn1; Gnai1 | 12 | 175 | 0.00508071 | 0.058924857 |
| **16** | Serotonergic synapse | Plcb1; Htr5b; Alox8; Cacna1c; Alox15; Htr2a; Rapgef3; Itpr2; Dusp1; Gnai1 | 10 | 132 | 0.005119099 | 0.058924857 |
| **17** | Small cell lung cancer | Nos2; Cdkn1b; Cdkn1a; Itga3; Lama2; Gadd45g; Col4a6; Lamb3 | 8 | 92 | 0.00523804 | 0.058924857 |
| **18** | Gastric acid secretion | Plcb1; Mylk4; Chrm3; Sstr2; Slc26a7; Itpr2; Gnai1 | 7 | 74 | 0.005584195 | 0.058924857 |
| **19** | Ferroptosis | Slc39a8; Alox15; Hmox1; Slc7a11; Acsl4 | 5 | 41 | 0.005741396 | 0.058924857 |
| **20** | Cell adhesion molecules (CAMs) | Cldn11; Cldn15; Nrcam; Cd80; Sdc3; Cldn5; Ocln; Cldn3; Cldn4; Cadm3; Cldn7 | 11 | 169 | 0.007686625 | 0.074944596 |
| **21** | Fluid shear stress and atherosclerosis | Pdgfa; Pdgfb; Gstt1; Gsta4; Hmox1; Jun; Nqo1; Thbd; Dusp1; Kdr | 10 | 143 | 0.00886711 | 0.08233745 |
| **22** | ECM-receptor interaction | Lama2; Itga1; Thbs4; Itga3; Col4a6; Tnc; Lamb3 | 7 | 83 | 0.010332699 | 0.091585286 |
| **23** | HIF-1 signaling pathway | Nos2; Mknk2; Cdkn1b; Cdkn1a; Hmox1; Angpt1; Serpine1; Flt1 | 8 | 105 | 0.011361096 | 0.096322333 |
| **24** | Cocaine addiction | Fosb; Gpsm1; Jun; Th; Gnai1 | 5 | 48 | 0.012378637 | 0.100576427 |
| **25** | Toxoplasmosis | Tgfb1; Nos2; Lama2; Ldlr; Hspa1b; Hspa1a; Lamb3; Gnai1 | 8 | 108 | 0.013317719 | 0.100984758 |
| **26** | Cortisol synthesis and secretion | Plcb1; Cyp11a1; Cacna1c; Ldlr; Itpr2; Pde8a | 6 | 68 | 0.013903029 | 0.100984758 |
| **27** | Complement and coagulation cascades | F3; C1s1; Plau; A2m; Serping1; Thbd; Serpine1 | 7 | 88 | 0.013982505 | 0.100984758 |
| **28** | Estrogen signaling pathway | Plcb1; Hbegf; Jun; Hspa1b; Hspa1a; Krt12; Itpr2; Gnai1; Krt18 | 9 | 133 | 0.015495594 | 0.103549944 |
| **29** | GnRH signaling pathway | Plcb1; Egr1; Map3k2; Cacna1c; Jun; Hbegf; Itpr2 | 7 | 90 | 0.015672919 | 0.103549944 |
| **30** | Proteoglycans in cancer | Igf2; Erbb3; Tgfb1; Wnt2; Cdkn1a; Plau; Hbegf; Gpc3; Itpr2; Flnc; Ptpn6; Kdr | 12 | 204 | 0.016106824 | 0.103549944 |
| **31** | Cushing syndrome | Plcb1; Aqp1; Pde1b; Cacna1c; Itpr2; Gnai1 | 6 | 72 | 0.016930824 | 0.103549944 |
| **32** | Renin secretion | Plcb1; Cyp11a1; Cdkn1b; Cdkn1a; Cacna1c; Ldlr; Wnt2; Itpr2; Pde8a; Gnai1 | 10 | 158 | 0.016992811 | 0.103549944 |
| **33** | Hepatitis C | Cldn11; Cldn15; Cdkn1a; Ldlr; Oas2; Ocln; Cldn3; Cldn4; Cldn5; Cldn7 | 10 | 160 | 0.018393499 | 0.108688859 |
| **34** | Apelin signaling pathway | Acta2; Plcb1; Nos2; Ccn2; Mylk4; Egr1; Itpr2; Serpine1; Gnai1 | 9 | 139 | 0.020091605 | 0.113986711 |
| **35** | Pathways in cancer | Blvrb; Enpp1 | 2 | 8 | 0.020981964 | 0.113986711 |
| **36** | Riboflavin metabolism | Igf2; Pdgfa; Pdgfb; Pim1; Ccnd3; Hmox1; Nos2; Tgfb1; Jun; Col4a6; Lamb3; Gnai1; Il7r; Gstt1; Cdkn1b; Cdkn1a; Lama2; Nqo1; Plcb1; Pdgfra; Gsta4; Wnt2; Itga3; Gadd45g | 24 | 530 | 0.0210437 | 0.113986711 |
| **37** | Proximal tubule bicarbonate reclamation | Slc4a4; Car4; Aqp1 | 3 | 22 | 0.024858671 | 0.131011916 |
| **38** | Hypertrophic cardiomyopathy (HCM) | Tgfb1; Lama2; Cacna1c; Itga1; Itga3; Cacna2d1 | 6 | 84 | 0.035257516 | 0.180926724 |
| **39** | Relaxin signaling pathway | Acta2; Plcb1; Nos2; Tgfb1; Jun; Col4a6; Col3a1; Gnai1 | 8 | 131 | 0.037168774 | 0.185843871 |
| **40** | Rap1 signaling pathway | Plcb1; Pdgfb; Pdgfa; Gnai1; Pdgfra; Efna1; Efna2; Rapgef3; Angpt1; Kdr; Flt1 | 11 | 209 | 0.041761224 | 0.20336863 |
| **41** | Dilated cardiomyopathy (DCM) | Tgfb1; Lama2; Itga3; Itga1; Cacna1c; Cacna2d1 | 6 | 89 | 0.042759558 | 0.20336863 |
| **42** | Long-term potentiation | Itpr2; Plcb1; Cacna1c; Rps6ka6; Rapgef3 | 5 | 67 | 0.04489065 | 0.208420877 |

How the deposited data were processed for this re-analysis (not part of the article)

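RNA-seq was analysed for 20 libraries of mouse EB cultures made from 4 iPSC lines on days 0, 3, 5, 7 and 14. The paper names 3 of these lines, WT#1-4, Nox4-/- #5-8 and Nox4-/- #5-23, with 15 libraries. The line WT#20D-17, with 5 libraries, was mapped as wild type from the sample labels. The labels' protocol text lists day 10 where their titles and the paper give day 14, and the paper's day was used. Each line has 1 library per day.

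The authors prepared stranded mRNA libraries, read them in paired-end mode, trimmed the reads with fastx_toolkit, mapped them to the mouse genome with STAR and estimated gene-level expected counts with RSEM. They deposited these expected counts without normalization, in one table of all libraries. Their TPM values, EBSeq-HMM fits and KEGG over-representation were not used here. Because RSEM divides reads that fit several genes, 10038 genes had values with decimals, and genes with near-identical copies or overlapping neighbours depend on that division. The library kit is stranded, but the paper's text does not say whether RSEM was run with the strand, so antisense overlaps are named as a limit. Gene symbols and coordinates came from the GENCODE M21 annotation of GRCm38, in which 55480 of the 55573 gene identifiers were found.

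From the expected counts, rounded to whole numbers, everything else was computed here with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a nonzero value in at least 1 of the 20 libraries, 33860 in all, entered the pooled test. This filter replaced an earlier one on rounded counts in the 15 libraries, with which 1935 genes passed, because 33860 is the number in the paper's methods. The pooled comparison of genotypes used edgeR's exact test after TMM normalization at an FDR under 0.01. Time courses and the interaction of genotype and day used edgeR's quasi-likelihood test after upper quartile normalization and edgeR's expression filter, with 10 groups of genotype and day. The comparison with the line as the unit summed the counts of each line over days. CPM values were scaled with TMM factors, and 1 was added before taking log2 of a single value. Intervals for single libraries are 95% Wilson intervals of the count, and 3 counts were taken as the floor. They cover counting error only. Total counts per library were between 20294968 and 27708023, so the floor was at most 0.148 CPM before TMM scaling.

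The line is the independent unit for genotype. The named lines give 1 wild type line against 2 Nox4-/- lines, so the pooled test treats the days of a line as replicates, which they are not. The 2 Nox4-/- lines share their days in the labels, and that is the source of the replicate block in the time courses. Alternatives fixed before the data were examined covered the test, the FDR threshold, the normalization, the filter on low counts, the wild type line, the replicate block, and leaving out each Nox4-/- line and each day in turn. After the counts had been seen, and with the paper's count and Fig. 4D in view, 36 combinations of 9 tests and 4 inputs, 1 of them the fit already made, were run for the pooled comparison. Of these, 9 are given among the alternatives, with the earlier filter as one more.

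Genes named in the text were set by a rule before the data were examined. They are the genes named in the paper's text, Fig. 4D, primer list and Supplementary Table 2, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 10 counts and no overlap between genotypes, and panels of imprinted, sex-linked and fibroblast genes. Per1, H2-K2, Eml1 and the pluripotency genes Nanog, Zfp42, Esrrb, Dppa2, Dppa3, Dppa4, Dppa5a, Utf1, Tdgf1, Fgf4, Lin28a and Gdf3 are outside the rule.

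The pooled tests, the time course fit with and without the replicate block, and the quasi-likelihood test with the line as the unit were tried on simulated data drawn from the means and library sizes of the real libraries, with 200 genes changed. At a change of 2 log2 units the pooled exact test recovered 181 genes with 4 false calls among 33860 genes, the quasi-likelihood test 164 with 1 false call, and DESeq2 187 with 11 among 29965 genes. The time course fit recovered 0 of the 200 genes in WT#1-4 at 2 log2 units among 18288 genes, and 122 with 3 false calls at 4 log2 units among 18209 genes. DESeq2's likelihood ratio test, the linear trend, limma-voom, and the exact test and DESeq2 with the line as the unit were not simulated. The simulation held no differences between lines of the same genotype, so it says nothing of calls that come from such differences.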

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

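The tests of sex, of the rise of fibroblast genes and of Igf2 against H19 were chosen, or given their present form, only after the result was seen. The fixed set of explanations was tested on the data in which the patterns were found. The group sizes did not allow a search for outlying libraries, because no condition has 4 or more replicates.

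Igf2 reached 4705 CPM in WT#20D-17, a line the paper does not report on, against at most 54.4 CPM in WT#1-4 and 3.77 CPM in the Nox4-/- lines. H19, the imprinted neighbour of Igf2, reached 6050 CPM in WT#20D-17, against 224.2 CPM in WT#1-4 and 20.8 CPM in the Nox4-/- lines. The difference in Igf2 between the 2 wild type lines (log2 fold change 6.29, FDR of 2.5e-06 from edgeR's exact test) was larger than that between WT#1-4 and Nox4-/- cells (-3.58). The explanations tested for the lower Igf2 of Nox4-/- cells were as follows. A loss of a wide chromosome region predicts lower neighbours, but genes within 5 Mb of Igf2 had a median log2 fold change only -0.032 from that of all genes. That median cannot show a loss limited to Igf2 and H19, both of which were lower. A switch of the Igf2-H19 imprint predicts opposite changes, but H19 fell as well, with a log2 fold change of -4.20. A general lag in differentiation predicts that genes rising in WT#20D-17 are lower in Nox4-/- cells and that Igf2 lies among them. The 500 genes that rose most in WT#20D-17 had a median log2 fold change of -0.522 between Nox4-/- and WT#1-4, below all 10000 random lists (median 0.0339), but only 1.8% of them were lower than Igf2, outside the 5% set as the limit. The test did not scale each gene by its own rise, and Igf2 rises more than most, so a lag may still contribute. Feeder fibroblasts left in WT#1-4 predict higher fibroblast genes on day 0, and 6 of 7 were higher there than in both Nox4-/- lines. But 0 of 7 rose as much as Igf2 in WT#1-4 from day 0 to day 7. The largest log2 change among them was 1.13 (Thy1), Col3a1 changed by -2.06, and Igf2 changed by 3.61. Other days were not part of that test. On another day Thy1 reached 35.4 CPM in WT#1-4, from 4.48 CPM on day 0, while Igf2 ranged from 3.53 to 54.4 CPM. None of the other fibroblast genes rose as far on any day. Feeder fibroblasts thus do not account for the rise of Igf2 to day 7, but the higher level on day 0 cannot be told apart from them. Differences between iPSC lines were not tested for Igf2 by itself. Igf2 was higher in both wild type lines than in both Nox4-/- lines on every day. With 2 lines per genotype its FDR was 0.604, in a test that gave the targeted gene Nox4 the same FDR, so that test does not decide the matter.

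Nox4 itself was at 9.01 CPM on day 7 in WT#20D-17, against at most 0.874 CPM in WT#1-4 and 0.0839 CPM in the Nox4-/- lines. Nanog reached 382.6 CPM in WT#20D-17 on day 0, against at most 0.874 CPM in WT#1-4 and 1.03 CPM in the Nox4-/- lines on any day. The 2 wild type lines differed in 6007 genes, more than WT#1-4 differed from either Nox4-/- line. WT#20D-17 differed from Nox4-/- #5-8 in 6855 genes and from Nox4-/- #5-23 in 7388, more than from WT#1-4. These numbers measure the pattern and do not test its cause. Nox4 itself was higher in WT#20D-17 than in WT#1-4 (log2 fold change 3.53, FDR of 1.79e-07 from edgeR's exact test), so a relation of these genes to Nox4 was not excluded. A different sex of the lines predicts that Xist or the Y-linked genes separate WT#20D-17 from the other lines, and 2 of 4 Y-linked genes did, in opposite directions. Only 1 of 4, Kdm5d, was lower in every library of WT#20D-17, which is what the test counted. Kdm5d was at 0.61 to 1.31 CPM in WT#20D-17 and at 39.4 to 79.1 CPM in the other lines, while Ddx3y, Eif2s3y and Uty in WT#20D-17 were at least at 50.8, 67.3 and 32.7 CPM. Ddx3y and Uty were within the range of the other lines, and Eif2s3y was above it, as the other lines reached 64.0 CPM. Xist was at 1.2 to 7.95 CPM in WT#20D-17 and at 0.0888 to 4.56 CPM in the others. The first rule, a limit on Xist, spoke for a different sex, and it was replaced after the values were seen. A line without a Y chromosome predicts no Y-linked genes above 3 counts, but 4 of 4 were above it in every library of WT#20D-17. The tables go against a different sex, and the low Kdm5d was not explained. A gain or loss of chromosomes predicts a shifted autosome, and chromosome 14 had a median log2 ratio of 0.407 between WT#20D-17 and WT#1-4, above the limit of 0.3. That is 1 chromosome, with 604 genes in that median, so its own genes are few beside the 6007. How many of the 6007 lie on it was not counted. Against Nox4-/- #5-8, 8 of its 12 windows of 10 Mb were above 0.25, so a gain of the whole chromosome was not shown. Which of the 2 wild type lines is closer to other wild type cells was not tested.

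For 53 of 16516 genes (0.321%, against 4.3e-06% that chance gives for independent libraries), every Nox4-/- library lay between every library of WT#1-4 and every library of WT#20D-17. Of these, 37 were lower in Nox4-/- cells than in WT#1-4 and higher than in WT#20D-17, and 16 were the reverse. Both comparisons share the Nox4-/- libraries, so their difference is that between the 2 wild type lines. That difference was tested gene by gene, but how many of the 53 passed was not counted. Gm4322 is among the 53 and is also among the largest rises over WT#1-4. Its log2 fold change of WT#20D-17 over WT#1-4 was 12.9 (FDR of 4.68e-67 from edgeR's exact test). For such genes the direction attributed to the loss of Nox4 depends on the wild type line. No explanation was tested for these genes.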

How the results depend on the processing

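The log2 fold change of Igf2 in the pooled comparison kept its direction and an FDR under 0.01 in all alternatives of that comparison, from -9.89 to -3.10, and so did Nox4 in those that kept it past the filter on low counts. With counts summed over days and the line as the unit, the call of both was lost (FDR of 0.604). The number of genes that differed between WT#1-4 and Nox4-/- cells, 1903, was 1221 at an FDR under 0.001, 1228 with the quasi-likelihood test, 4101 with both wild type lines and 8751 with WT#20D-17 in place of WT#1-4. It ran from 1114 to 1994 across the fits that each left out a Nox4-/- line or a day. Among alternatives chosen after seeing the data, it was 3027 with the dispersion estimated within genotype and day, 3193 and 5885 with a fixed biological coefficient of variation of 0.4 and 0.2, and 2915 with a likelihood ratio test with day as a covariate. The 36 combinations run after the fact, 1 of them the fit already made, gave between 1838 and 13645 genes. For these and the changes that follow, the cause was not tested.

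The fits that left out a line or a day gave Tgfb1 log2 fold changes from -2.51 to -1.65, Pdgfa from 0.69 to 1.79 and Pdgfb from 0.85 to 1.37. Tgfb1 (-2.04) lost its call in the quasi-likelihood test (-2.04, FDR of 0.0152), and across the alternatives set before the data were examined its FDR ran from 2.81e-16 to 0.092. Leaving out Nox4-/- #5-8 called Pdgfa (1.68) but not Pdgfb (0.91). Pdgfa (1.25) and Pdgfb (1.14) were called with day 14 left out (1.79 and 1.37). They were also called with day as a covariate in the quasi-likelihood test (1.44 and 1.23). Among alternatives chosen after seeing the data, they were called with the dispersion within genotype and day (1.25 and 1.14), with a fixed coefficient of 0.4 (1.25 and 1.14) or 0.2 (1.26 and 1.15) and in the likelihood ratio test with day (1.45 and 1.23). Of the genes of Supplementary Table 2, the number lower in Nox4-/- cells stayed between 93 and 119. The number past the threshold, 81, was 53 at an FDR under 0.001, 52 with the quasi-likelihood test, 113 with day as a covariate in it and from 46 to 86 with a line or a day left out.

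Time courses depended most on the settings. The numbers of genes in WT#1-4 and Nox4-/- cells, 61 and 283, were 1013 and 1655 at an FDR under 0.05, 0 and 4 at 0.001, 1589 and 2344 with the line as a replicate block, 2582 and 3449 without a filter on low counts, 2321 and 2978 with DESeq2's likelihood ratio test, and 2568 and 3398 with a linear trend in day. With both wild type lines they were 4 and 3, and 727 and 443 with the block. The interaction of genotype and day, 0 genes at an FDR under 0.01 (1091 at an unadjusted p under 0.05), gave 403 without a filter, 242 with DESeq2 and 2 with both wild type lines and the block. The 4 selected genes became 45 at an FDR under 0.05, 69 with the replicate block and 133 without a filter. They became 0 at an FDR under 0.001 in either test, with both wild type lines, with the pooled quasi-likelihood test, or with the interaction required. With the line as the unit, 0 genes passed in the quasi-likelihood test (1628 at an unadjusted p under 0.05), 311 in the exact test, 1568 with DESeq2 and 269 with limma-voom.

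The change of Igf2 from day 0 to day 14 was 3.54 in WT#1-4 and 7.86 in WT#20D-17. In Nox4-/- cells it was -0.30, and 0.65 to day 7, the opposite sign. For Tgfb1 it was 2.10 in WT#1-4 and 0.77 in Nox4-/- cells to day 14, and 1.05 and 0.18 to day 7. The log2 fold change of Gm4322, 9.17, reversed to -2.83 with both wild type lines and -3.83 with WT#20D-17 in place of WT#1-4. Among the 11 genes named beside the growth factors, 260 values kept direction and call, 2 were weaker and 2 reversed. For the 60 panel genes, 1200 values were the same, 67 weaker, 99 stronger and 62 reversed. Depth limits Nox4, with at most 22 counts per library in WT#1-4.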

Differences from the paper's values

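For genes differing between WT and Nox4-/- cells with all time points pooled, the paper's value is 3283 and 1903 were found here. Of the alternatives set before the data were examined, DESeq2 (2205), the quasi-likelihood test with day as a covariate (2724) and all 20 libraries (4101) came within 1.5 times the paper's value. The others, among them the FDR of 0.001 in the methods paragraph (1221), did not. Settings chosen after seeing the values also came within that range on the 15 libraries. The dispersion within genotype and day gave 3027 and a common dispersion 2677. A fixed biological coefficient of variation of 0.4 gave 3193 and a likelihood ratio test with day 2915. These tests gave nearly the same numbers without rounding. Settings run on all 20 libraries without rounding came within it too, with 4012, 4039, 4107, 4348, 4351 and 4555 genes. The others on those libraries, with 4994, 7605 and 11672 genes, did not.

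For genes changing over the days, the paper's values are 3357 in WT and 1247 in Nox4-/- cells by EBSeq-HMM, and, with another tool, 61 and 283 were found here by edgeR. In WT#1-4, 2582 genes without a filter on low counts, 2321 with DESeq2's likelihood ratio test and 2568 with a linear trend were within 1.5 times the paper's value, and the other alternatives set before the data were examined were not. In Nox4-/- cells, 1655 genes at an FDR under 0.05 were within that range, and none of the other alternatives was. The paper's Venn diagram has more genes changing in WT than in Nox4-/- cells, whereas more genes changed in Nox4-/- cells here in the fits of the named lines. Those fits had 2 libraries per day for Nox4-/- cells and 1 for WT#1-4. In simulated counts changed by 4 log2 units, the main fit recovered 164 of 200 genes in Nox4-/- cells and 122 in WT#1-4. With both wild type lines, more genes changed in wild type cells, with 4 against 3, and 727 against 443 with the block. The contrast with the paper is thus not settled. For the selected genes, the paper's value is 597, with EBSeq-HMM at an FDR under 1e-10, and 4 were found here with edgeR at an FDR under 0.01. Of the alternatives set before the data were examined, none of those carried into the selection closed that gap, and the largest number was 133. The selection was not made with DESeq2's likelihood ratio test or with the linear trend in day.

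In Fig. 4D, read by eye, the −log10 of the edgeR FDR is about 30 for Igf2, about 10 for Tgfb1, about 4 for Pdgfa and about 3 for Pdgfb, and the values found here were 11.6, 2.71, 1.6 and 1.4. For Igf2, WT#20D-17 in place of WT#1-4 gave 34.1, and for Tgfb1 none of the alternatives set before the data were examined came within 1.5 times. For Pdgfa, the quasi-likelihood test with day as a covariate gave 3.86, leaving out Nox4-/- #5-8 2.80 and leaving out day 14 4.10. For Pdgfb, the quasi-likelihood test with day gave 3.21 and leaving out day 14 gave 2.24. A fixed biological coefficient of variation of 0.4, chosen after seeing the values, gave FDR values of 1.67e-27 for Igf2 and 3.48e-09 for Tgfb1, and with it Pdgfa (FDR of 0.00293) and Pdgfb (0.00859) were also called.

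The paper counts Pdgfa and Pdgfb among its differentially expressed genes, and here their FDR values of 0.0253 and 0.0397 were above 0.01. Both were called with day as a covariate in the quasi-likelihood test, with day 14 left out and with the fixed coefficient of 0.4. Leaving out Nox4-/- #5-8 called Pdgfa but not Pdgfb (FDR of 0.302 from the exact test). With WT#20D-17 in place of WT#1-4, neither was called. Both genes were also called with the dispersion within genotype and day, a fixed coefficient of 0.2 and a likelihood ratio test with day, all chosen after seeing the values. Supplementary Table 2 lists 135 genes from the selected set, and 81 of them passed an FDR of 0.01 here. The paper describes Igf2 as continuously rising in WT EB cells, and here it was 54.4 CPM on day 7 and 51.8 CPM on day 14 in WT#1-4.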

Other observations

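Library size was tested only after the result was seen, and the other tests were set before the values they measure, but after the numbers of genes had been seen. The limits that decide between outcomes were set in part later than the tests.

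The number of genes that differed between WT#1-4 and Nox4-/- cells was compared with other splits of the libraries. In 1 of 100 splits of the 15 libraries into 5 and 10, the real one, as many genes as 1903 passed, and the others gave at most 964. In 1 of 100 splits of all 20 libraries, again the real one, as many as 4101 passed, and the others gave at most 1480. Other splits mix libraries of the same line, so they do not test differences between lines. With 3 lines, only 3 choices of the single line exist, and the other 2 choices gave 326 and 660 genes. With 4 lines, the other 2 pairings gave 1643 and 2061 genes. A difference in library size predicts totals that do not overlap, but the median total of Nox4-/- libraries was 0.954 times that of WT#1-4 and the ranges overlap. The pattern cannot be told apart from differences between iPSC lines, since the named lines hold a single wild type line.

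Pou5f1, Klf4 and Myc, which encode 3 of the 4 reprogramming factors, stayed high through day 14 in the named lines. Pou5f1 was between 1280 and 5760 CPM in WT#1-4, 1870 and 3080 CPM in Nox4-/- #5-8 and 3420 and 4390 CPM in Nox4-/- #5-23, while in WT#20D-17 it ranged from 1140 down to 21.3 CPM. These 3 genes were listed after it was seen that Sox2, the remaining factor, differed, with at most 33.6 CPM in WT#1-4 against 195 CPM in WT#20D-17. In the Nox4-/- lines Sox2 stayed high like the other factors, at 83.3 to 154 CPM in Nox4-/- #5-8 and 137 to 202 CPM in Nox4-/- #5-23, so among the named lines it departs only in WT#1-4. Pluripotency genes that were not on a vector were low in the named lines already on day 0. For 12 of them (Nanog, Zfp42, Esrrb, Dppa2, Dppa3, Dppa4, Dppa5a, Utf1, Tdgf1, Fgf4, Lin28a and Gdf3), the median log2 ratio to WT#20D-17 was -6.31 in WT#1-4, -6.94 in Nox4-/- #5-8 and -6.89 in Nox4-/- #5-23, and 11 of 12 were lower in each, with Fgf4 the exception. The paper reports staining for Oct4, Sox2, SSEA-1 and alkaline phosphatase in these lines. A candidate explanation is that the reprogramming factors were still made from the viral vectors, which predicts a median below -3 and was met at -6.31. A slow exit from pluripotency predicts that these genes start at the level of WT#20D-17, but the lowest median was -6.94. Gene counts do not separate vector from endogenous transcripts, and WT#20D-17 is a single line, so this remains a hypothesis.

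Genes of chromosome 5 were higher in Nox4-/- #5-23 than in Nox4-/- #5-8, with a median log2 ratio between 0.363 and 0.502 on each day relative to all genes. A gain of the whole chromosome predicts that at least 9 in 10 windows of 10 Mb are above 0.25, and 14 of 16 were, just short of that limit. Their medians ran from -0.0854 to 0.558. Of the 560 genes called higher in Nox4-/- cells, 67 (12.0%) lie on chromosome 5, against 6.74% of the 15628 genes with a mean of at least 10 counts, and Pdgfa is on it. On chromosome 14, genes were higher in WT#20D-17 than in Nox4-/- #5-8, but 8 of 12 windows were above the limit and the medians ran from -0.132 to 1.58, so the shift is not even along the chromosome. A gain in part of the cells or of part of a chromosome may give such a pattern and was not tested.

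Passenger DNA from the strain in which Nox4 was targeted could change genes near Nox4. Of 120 genes within 10 Mb of it, 14 (11.7%) passed the threshold, against 8.92% of the other 15508 (Fisher's exact test, two-sided, p = 0.264), so this was neither shown nor excluded. Igf2 lies 55.3 Mb from Nox4. Repin1, Itih5 and Psma8 had at most 2 counts in every Nox4-/- library and lie on chromosomes 6, 2 and 18. Repin1 was at 19.1 to 75.5 CPM in WT#1-4 and 19.8 to 40.5 CPM in WT#20D-17, at least 244-fold and 194-fold above the floor in the Nox4-/- libraries. No explanation was tested for these genes.

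Some genes belong to claims the paper makes from RT-PCR or staining. Besides Nox4, the Nox isozyme genes had few counts. Nox1 had at most 10 counts in any library, Cybb 9, Duox1 3, Duox2 16 and Nox3 1. The 16 counts of Duox2 (0.84 CPM) were in WT#20D-17, close to the highest Nox4 value in WT#1-4. Duox2 had 0 counts in every Nox4-/- library and was lower there than in WT#20D-17 (FDR of 6.38e-07 from edgeR's exact test), while WT#1-4 had at most 1 count. The paper reports that Nox4 in embryonic stem cell EBs peaks on day 7. In WT#20D-17 it was highest on day 7 (9.01 CPM), and in WT#1-4 its highest value, 0.874 CPM, was on day 3. In both lines the intervals of days 3, 5 and 7 overlap, so the day of the peak is not resolved in either. Of the germ layer markers, Afp reached 1.24 CPM in WT#1-4, at most 0.0482 CPM in the Nox4-/- lines and 667 CPM in WT#20D-17. Acta2 reached 37.5 CPM in WT#1-4, 15.2 CPM in Nox4-/- #5-8, 2.25 CPM in Nox4-/- #5-23 and 767 CPM in WT#20D-17. Tubb3 reached 11.5, 43.0, 11.3 and 16.1 CPM in the same order. These are maxima over the days, and the median of Afp in WT#1-4 was 0 CPM. Between WT#1-4 and Nox4-/- cells, the pooled exact test gave an FDR of 0.194 for Afp, 0.00143 for Acta2 and 0.555 for Tubb3. Nes was at 11.4 to 20.2 CPM in WT#1-4, 12.3 to 34.1 CPM in Nox4-/- #5-8, 17.4 to 43.1 CPM in Nox4-/- #5-23 and 28.7 to 86.3 CPM in WT#20D-17. Pax3 was at or under 3 counts in WT#1-4, at 0.479 to 1.54 CPM in Nox4-/- #5-8, 1.78 to 5.18 CPM in Nox4-/- #5-23 and 0.328 to 1.53 CPM in WT#20D-17.

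Libraries of the same day correlated across 16516 genes (log2 CPM) between 0.797 and 0.831 for the 2 wild type lines, between 0.906 and 0.966 for WT#1-4 and the Nox4-/- lines and between 0.953 and 0.982 for the 2 Nox4-/- lines. WT#1-4 was thus nearer to both Nox4-/- lines than to WT#20D-17 on each day. WT#20D-17 correlated between 0.752 and 0.842 with Nox4-/- #5-8 and between 0.759 and 0.835 with Nox4-/- #5-23. Genes are not independent replicates, and no test was made.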
